# The effect of *Dnaaf5* gene dosage on primary ciliary dyskinesia phenotypes

**DOI:** 10.1172/jci.insight.168836

**Published:** 2023-06-08

**Authors:** Amjad Horani, Deepesh Kumar Gupta, Jian Xu, Huihui Xu, Lis del Carmen Puga-Molina, Celia M. Santi, Sruthi Ramagiri, Steven K. Brennan, Jiehong Pan, Jeffrey R. Koenitzer, Tao Huang, Rachael M. Hyland, Sean P. Gunsten, Shin-Cheng Tzeng, Jennifer M. Strahle, Pleasantine Mill, Moe R. Mahjoub, Susan K. Dutcher, Steven L. Brody

**Keywords:** Genetics, Pulmonology, Genetic diseases, Mouse models

## Abstract

DNAAF5 is a dynein motor assembly factor associated with the autosomal heterogenic recessive condition of motile cilia, primary ciliary dyskinesia (PCD). The effects of allele heterozygosity on motile cilia function are unknown. We used CRISPR-Cas9 genome editing in mice to recreate a human missense variant identified in patients with mild PCD and a second, frameshift-null deletion in *Dnaaf5*. Litters with *Dnaaf5* heteroallelic variants showed distinct missense and null gene dosage effects. Homozygosity for the null *Dnaaf5* alleles was embryonic lethal. Compound heterozygous animals with the missense and null alleles showed severe disease manifesting as hydrocephalus and early lethality. However, animals homozygous for the missense mutation had improved survival, with partially preserved cilia function and motor assembly observed by ultrastructure analysis. Notably, the same variant alleles exhibited divergent cilia function across different multiciliated tissues. Proteomic analysis of isolated airway cilia from mutant mice revealed reduction in some axonemal regulatory and structural proteins not previously reported in *DNAAF5* variants. Transcriptional analysis of mouse and human mutant cells showed increased expression of genes coding for axonemal proteins. These findings suggest allele-specific and tissue-specific molecular requirements for cilia motor assembly that may affect disease phenotypes and clinical trajectory in motile ciliopathies.

## Introduction

Motile cilia are highly specialized organelles that transport fluids along the surface of the airway, brain ventricle, and fallopian tube and propel sperm. More than 2,000 genes function in the assembly and structure of motile cilia (1). It is not surprising that pathologic variants in over 50 genes are known to be causative of the human motile ciliopathy called primary ciliary dyskinesia (PCD) (2). Classic features of PCD directly reflect dysfunction of organs bearing motile cilia, including chronic upper and lower respiratory tract infection, bronchiectasis, and reduced fertility. Laterality defects may be present and associated with cardiac malformations, owing to the function of motile cilia present in the embryonic node during early development. Despite essential cellular functions of motile cilia, clinical features of patients with PCD vary. Mild disease without the classic features of PCD is increasingly recognized in a subset of patients (3, 4).

Limited epidemiology suggests broad genotype-phenotype relationships for several common PCD genes. For yet-undetermined reasons, severe disease is associated with variants in some genes (e.g., *CCDC39*, *CCDC40*) and mild disease in others (e.g., *DNAH9*, *RSPH1*) (3–5). Moreover, little is known about clinical features of patients with different variants in the same PCD gene. Mechanistic explanations for phenotypic differences among patients with the variants in the same gene may lie in modifier genes, microbiome, and environmental factors, among others. Airway inflammation and infection are dominant features of the PCD airway, which may be exacerbated by environmental exposures (e.g., cigarette smoke or allergens) (6). Phenotypic variations are well founded in cystic fibrosis, another genetic cause of chronic airway infection, where disease phenotype can be predicted by the class of mutation in the *CFTR* gene. Nevertheless, individuals with the most common *CFTR* mutation, the homozygous *F508del* variant, have a range of severity of disease, attributed in part to non-*CFTR* modifier genes (7, 8).

Compared with CF, PCD is less common and more genetically heterogenous, which leads to significant challenges in performing genotype-phenotype studies. With few exceptions, individuals with PCD have 2 pathogenic alleles within the same gene locus as autosomal homozygous recessive (9). Each of the variants may be identical or unique, leading to allele heterogeneity. Predicting the clinical phenotype is particularly difficult in the later condition. Compared with 2 identical variant alleles, if each allele of the same gene harbors a different mutation, the effect of residual function or total absence of the protein may ultimately dictate cilia function. This allele dosage affect has not been tested in PCD.

To test the contribution of gene dosage to genotype-phenotype relationships in PCD, we investigated mutations in the dynein axonemal assembly factor (DNAAF) *DNAAF5* (*HEATR2*), a gene causative of PCD (10). DNAAF5 is a member of the HEAT-repeat–containing family of proteins (Huntingtin, elongation factor 3, PP2A, mTOR) (11, 12) characterized by ~30–40 amino acid–long modules within α helical repeats (13). We previously reported that DNAAF5 belongs to a group of at least 11 cytoplasmic proteins called DNAAFs (10, 14, 15). DNAAFs, including DNAAF5, are expressed only in the cytoplasm, are not found in the cilia, and are responsible for the assembly of the components of the ciliary motors within the cytoplasm, prior to transport to the cilia. Pathologic variants of any of the DNAAFs result in absence of the large motor protein complexes within the ciliary axoneme, called outer and inner dynein arms (ODA and IDA, respectively) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168836DS1), and this absence results in ciliary dysmotility (10, 15–21). Unlike many of the PCD-associated proteins, which have variants throughout the cDNA sequence and evidence of deletion/null variants, *DNAAF5* is unique as only missense and deletion variants have been identified and no evidence of homozygous human null variants was reported in ClinVar (22).

We previously described individuals with different *DNAAF5* variants, their spectrum of clinical disease, and their abnormal protein products (14). We leveraged our patients’ clinical features and associated variants in *DNAAF5* to develop mouse models harboring these mutations. Modeling specific human mutations in mice has been a powerful tool for understanding disease pathobiology while controlling for genetic background and environment (23–25). Models of human PCD variants in mice have not been reported. KO of genes causative of PCD in mice have a characteristic phenotype featuring sinus but not lung disease as well as infertility, and they are dominated by early hydrocephalus and death within about 2 months. To date, hydrocephalus provides the most robust marker of motile cilia dysfunction in mice (26). To investigate *DNAAF5* variant phenotypes, we used genome editing to introduce a missense variant identified in patients with PCD in a conserved region of mouse *Dnaaf5* as well as a frameshift (FS) deletion resulting in a null allele. We found that different pathogenic mutations in the same gene result in diverse phenotypes, similar to patterns observed in patients (14). *Dnaaf5* missense variants demonstrated a gene dosage effect, with different allele numbers and combinations resulting in a range of disease phenotypes. Motile ciliated cells in some tissues were also differentially sensitive to the same mutations in *Dnaaf5*; sperm flagella were more affected than airway and fallopian tube cilia. Finally, proteomic, and transcriptional analysis suggested a broader effect of variants than previously appreciated.

## Results

### Spectrum of PCD phenotypes in patients with pathologic variants in DNAAF5.

We have identified several variants in *DNAAF5* as causative of PCD in our patient population (Supplemental Figure 1B and Supplemental Table 1). Most of the reported missense or deletion homozygous pathogenic variants fall within the highly conserved HEAT–repeat 10 at the C-terminus of the protein (10, 22, 27). There are reported pathogenic variants in other regions of *DNAAF5*, and some variants are of unknown significance (Supplemental Table 1). Homozygosity for a *DNAAF5*-null allele has not been reported and is not present in the patient population cared for in our centers (>15 patients). The Genome Aggregation Database (gnomAD 3.1.2) shows no homozygotes for any predicted loss-of-function variants in DNAAF5 (22). Furthermore, gnomAD Structural Variants (SVs) 2.1 shows no SVs affecting the coding gene itself (28). Furthermore, DECIPHER (a genotype and phenotype database) shows no loss-of-function sequence variants but lists 93 copy number variants (CNVs) and 6 “other” variants (such as uniparental disomy), all of which are present as heterozygous (29). In addition to a reported case (30), we identified a patient with compound heterozygosity of a null and missense alleles (Supplemental Table 1). These genomic data strongly support that *DNAAF5* is an essential human gene, and patients with PCD must have some functional, albeit significantly reduced, DNAAF5.

Indeed, our patient population with *DNAAF5* variants (>15) have a range of clinical features, including typical symptoms of PCD: chronic cough, nasal symptoms, and recurrent otitis media. Organ laterality changes (including *situs inversus* and congenital heart disease) are present in ~50% of patients, as predicted. When measured, nasal nitric oxide levels are uniformly low, consistent with PCD (31). Transmission electron microscopy (TEM) of *DNAAF5* variants typically shows absence or truncation of the ODAs as well as absence of the IDA, thought to be due to a failure of the motor complex to assemble in the cytoplasm and to then move to the axoneme microtubules (14, 15, 19). Patients live in diverse environments, including urban settings and a cohort in a Mennonite farming community. These exposures could influence phenotypes (32).

Intriguingly, we identified a family with a *DNAAF5* homozygous missense variant (c.14999G>T), resulting in the substitution of cysteine by phenylalanine at position 500 (C500F) (14). Affected siblings show typical diagnostic features of PCD including *situs* abnormalities, low nasal nitric oxide, and reduced numbers of IDA and ODA determined by TEM. However, compared with other patients with *DNAAF5* variants, these children have less severe disease, and normal cilia beat frequency (CBF) was retained in about a quarter of the cells, as quantified in cultured nasal epithelium (14). Furthermore, while the numbers of IDA and ODA were reduced, the extent of reduction was less pronounced than in patients with other *DNAAF5* variants (Figure 1, A and B). Given the lack of reports of individuals with biallelic *DNAAF5-*null alleles, as well as the existence of patients with clinically milder PCD features, we asked whether *DNAAF5* variants represented an allelic series or whether the clinical variation could be attributed to environment or the presence of modifier genes.

### Different mutations in Dnaaf5 result in distinct phenotypes.

To investigate the phenotype-genotype relationships in an identical genetic background and environment, we used a CRISPR-Cas9 system to introduce the human c.14999G>T in the conserved *Dnaaf5* mouse genome at position c.1493, resulting in a G>T and the equivalent p.C498F missense mutation (Supplemental Figure 2A). 

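In the GENCODE M21 annotation of GRCm38, *Dnaaf5* lies on the plus strand of chromosome 5 from 139150223 to 139186510, and its annotated transcript has 13 exons and encodes 853 amino acids. Counted from 1 at the first base of the start codon, the missense substitution G1493T falls in exon 7, which extends from 139166060 to 139166203, at position 139166088 of the chromosome. It changes codon 498 from TGT to TTT. The reference sequence from coding position 1473 to 1513, at 139166068 to 139166108, is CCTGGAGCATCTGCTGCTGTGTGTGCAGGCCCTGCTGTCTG, and all of it is coding sequence of the same exon.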

A synonymous mutation (c.1473C>T) was also introduced upstream to the missense mutation to prevent genomic recutting by Cas9 and improve the probability of homology-directed repair (Supplemental Figure 2A) (33).

Surrogate mothers implanted with edited blastocysts, all in the C57BL/6 strain, provided chimeric pups. Fifty-two founder pups were born, and genotypes were determined. Fifteen were WT with no disease phenotype, 1 of the pups showed a heterozygous missense mutation without a difference from the WT phenotype at birth (c.1493G>T), and 26 had indels resulting in multiple FS mutations. Mice with indels had features typical of PCD gene KO mice, especially hydrocephalus and runted growth (Supplemental Figure 2, B and C). Surviving mice with indels carried 1 of 3 different FS, each in *trans* with a WT allele (Supplemental Figure 2D). Germline transmission of the FS and missense C498F *Dnaaf5* alleles (denoted MIS) were established after breeding with WT mice. The heterozygous F1 pups (*Dnaaf5^WT/FS^* and *Dnaaf5*^WT/C498F^) had normal postnatal growth and behavior. Germline transmission was confirmed in all 3 FS lines by breeding. We used the line with a c.1476delGGAGCAT FS* (p.Asp493fs*26) mutation for subsequent phenotypic analyses of the FS mutation. The FS mutation is predicted to result in RNA decay and a null allele. The 2 alleles, FS and missense, provided an opportunity to study phenotypes of each allele and the gene dosage effects in recessive genetic models (Table 1).

An initial intercross of heterozygous *Dnaaf5*^WT/FS^ mice (denoted *WT/NULL*) yielded 31 litters and 173 animals (Figure 1C). However, no animals homozygous for the FS mutation (*Dnaaf5*^FS/FS^; denoted *NULL/NULL*) were present at weaning. Lack of homozygous FS offspring was further confirmed by interbreeding the other 2 FS mutation lines. These observations suggest that loss of *Dnaaf5* results in embryonic lethality. To determine when *Dnaaf5* mutants die, independent editing of the critical mouse exon to generate a null allele was performed (Supplemental Figure 3A). In this line, Mendelian ratios at blastocyst stage were normal (Supplemental Figure 3B). However, by E6.5, homozygous mutant embryos had growth arrest and reduced numbers, and by E8.5, no surviving mutants were observed (Supplemental Figure 3, B and C). This early embryonic lethality, at a window before cilia function is required, suggests a nonciliary requirement for DNAAF5. The findings align with observations in *Drosophila* of adult lethality of *CG31320/DNAAF5* mutant flies, where motile cilia are restricted to the sperm and chordotonal neuron (CH) in the fly and where motile cilia defects are not lethal (27, 34). The exact role of the DNAAF5 protein in nonciliary functions is not clear but is supported by the broad DNAAF5 expression beyond motile ciliated tissues (35). Consistent with data in gnomAD and ClinVar that no *DNAAF5* homozygous null variants are reported, our observed early embryonic lethality in multiple null alleles suggests that *DNAAF5* is an essential Metazoan gene.

Next, to assess the genetic fitness of the other *Dnaaf5* mutations, we interbred *Dnaaf5*^WT/C498F^ (*WT/MIS*) mice; the live offspring included all predicted genotypes (Figure 1D). The genotype distribution was near Mendelian — with percentages of 23:54:23 — for WT, heterozygotes, and homozygotes, respectively. Breeding male *WT/MIS* with female *MIS/MIS* resulted in live *MIS/MIS* offspring but fewer than predicted, which may be related to in utero loss of *MIS/MIS* animals or subfertility of WT/MIS females (Figure 1E).

*MIS/MIS* animals showed gross phenotypes associated with motile cilia deficiency phenotypes commonly observed in mice, including development of hydrocephalus and *situs* abnormalities (Supplemental Figure 3, D and E). Most animals with 2 *MIS* alleles (*MIS/MIS*) survived beyond 150 days of life (a subset of animals was followed for up to 1 year) (Figure 1F). These findings suggest that homozygous missense mutants retain sufficient function to survive, in contrast to the early embryonic lethality of null alleles.

To study how dosage of a single *MIS* allele affects survival, we bred *MIS/MIS* female animals to *WT/NULL* male animals. Breeding resulted in viable litters (Figure 1G). However, only 22% of offspring were *MIS/NULL* (predicted 50%), suggesting in utero mortality of most *MIS/NULL* offspring. Compound mutant *MIS/NULL* mice that were born alive were runted and displayed early-onset gross macrocephaly (Supplemental Figure 3, F and G). Early lethality was observed, with 50% of these compound mutant mice dying by 30 days and none surviving beyond 90 days (Figure 1F).

Taken together, our results indicate that *Dnaaf5* is essential for development and sensitive to gene dosage. While complete loss of function of *Dnaaf5* (*NULL/NULL*) is embryonic lethal and homozygous missense C498F (*MIS/MIS*) survive postnatally, compound mutants (*MIS/NULL*) exhibit increased perinatal lethality, suggesting that we have generated mice representing an allelic series of *Dnaaf5* function in vivo.

### Combinations of Dnaaf5 alleles determine cilia motility and transport.

Both our patient phenotype and our *MIS* allele analysis suggest that missense mutant protein may be partially functional, with 2 *MIS* alleles providing an additive effect. To test the effect of allelic dosage on cilia phenotype, we evaluated the cilia function by measuring CBF and cilia transport of beads in the trachea of mice ex vivo (Figure 2A). In parallel, we also cultured primary tracheal epithelial cells at air-liquid interface (ALI) to exclude environmental factors (e.g., infection) (36).

We first compared the CBF of *WT/WT* with *WT/NULL* littermates, finding no difference in the CBF between these genotypes (Figure 2B). Next, we compared the effect of *MIS* dosage on CBF. The effect of a single *MIS* allele when in *trans* with a *WT* allele (*WT/MIS*) was not statistically different from *WT/WT* (Figure 2C). Similarly, bead transport across the surface of the trachea was not different between mice of these genotypes (Figure 2, D and E). In contrast, 2 *MIS* alleles (*MIS/MIS*) resulted in variable but distinctly lower mean CBF and decreased tracheal bead transport when compared with *WT/MIS* and *WT/WT* control littermates (Figure 2, C–E). The heterogeneity of cilia motility among cells in the *MIS/MIS* samples was similar to that observed in our patients with the *DNAAF5* c.14999G>T (*C500F/C500F*) missense variant (14); most cilia from *MIS/MIS* animals were completely immotile, while others retained markedly reduced motility (Supplemental Videos 1–3).

Finally, we tested a single copy of the *MIS* mutation in *trans* with the *NULL* allele (*MIS/NULL*). *MIS/NULL* cultured cells showed a more pronounced cilia motility defect compared with *MIS/MIS*, as all cilia were immotile (Figure 2C). Together, these results suggest that a single copy of C498F results in a Dnaaf5 protein with either reduced levels or functions that are required to adequately equip motile cilia, likely due to inadequate dynein motor complex assembly.

### Dnaaf5 mutations determine the degree of cilia ultrastructure defects.

Dnaaf5 contributes to the cytoplasmic assembly of the axonemal IDA and ODA motor complexes. The absence of ODA and IDA in the cilia indicates insufficient production of the motor complexes. To investigate the relationship between the CBF phenotype and genotypes, we examined the cilia ultrastructure using TEM.

Cilia were scored for normal or defective (absent, truncated) IDA and ODA, compared with *WT/WT* mice. We did not appreciate structural defects in cross sections of *WT/NULL* cilia compared with *WT/WT*. Consistent with our CBF results, normal axonemal ultrastructure suggests that defects in cilia motility do not arise from haploinsufficiency — i.e., 1 *WT* allele is sufficient for normal dynein motor assembly. Next, we evaluated the effects of levels of the *MIS* mutation on airway cilia ultrastructure. We observed a dose-dependent reduction in the mean number of ODAs and IDAs with successive loss of the *WT* allele (*WT/WT* to *WT/MIS* to *MIS/MIS*) (Figure 2, F–H). IDA were significantly reduced in cross sections of cilia from *MIS/MIS*. To assess *MIS* dosage, the ultrastructure of cilia from mice with a single *MIS* allele was assessed in isolation (*MIS/NULL*). Consistent with the reduced CBF, ODAs and IDAs were also mostly absent in the setting of a single-mutant allele (Figure 2, F and G).

As assessed by TEM, there was striking variability in the presence and morphology of ODA and IDA, among different doublet microtubules in the same cilia cross section of mice with a mutant allele (*MIS/MIS* or *MIS/NULL*). The ODA appeared normal on some microtubules while absent or truncated on other microtubules within the same cross section (Figure 2F). This variability was not unique to a specific microtubule of the 9 different A tubules (diagram, Supplemental Figure 1A) that dock the dynein motor complexes. Variable ODA morphology was similarly present in patients with the *C500F* mutation (Figure 1A). This observation may suggest that delivery of the dynein complex is not uniform along the length of the ciliary axonemal and that partially formed complexes may be transported into the same ciliary axoneme alongside fully assembled dynein complexes.

### Tissue specificity of genotype-phenotype relationships in the airway.

Having observed differences in cilia ultrastructure in the airway, we examined the tissue specificity of phenotypes in mice with different *Dnaaf5* genotypes. Motile cilia dysfunction is associated with upper airway sinus disease in patients and mice with KO of PCD gene (37–41). Unlike humans, mice deficient in PCD genes are not reported to develop lung disease. We did not observe lung inflammation in our mice of any genotype. We observed sinus inflammation in the *MIS/MIS* and *MIS/NULL* mice, compared with *WT/MIS* mice and *WT/WT* littermates (Supplemental Figure 4A). We took advantage of the long survival of *MIS/MIS* mice to test lung clearance using intratracheal *Pseudomonas aeruginosa*. There was a trend toward decreased clearance in the *MIS/MIS* mice compared with *WT/MIS* and *WT/WT* animals (Supplemental Figure 4, B and C). We were unable to perform these experiments in *MIS/NULL* animals due to limited survival beyond weaning age.

### Tissue specificity of genotype-phenotype relationships in the ependyma.

Motile cilia are considered essential for creation of CSF flow networks (42), and defects in cilia-related genes are associated with enlarged brain ventricles — i.e., hydrocephalus. Mice deficient in genes coding for dynein assembly factors or dynein arm complex proteins (e.g., *Dnah5*) develop severe postnatal macrocephaly due to hydrocephalus, which is fatal within approximately a month (17, 41, 43, 44). We did not observe gross hydrocephalus in *WT/WT*, *WT/MIS*, or *WT/NULL* mice. In contrast, about half of *MIS/MIS* and all *MIS/NULL* animals developed at least mild hydrocephalus by 12 weeks of age, ultimately leading to death. However, in animals surviving longer (1–10 months), histologic and brain magnetic resonance imaging (MRI) showed varying degrees of ventriculomegaly in all *MIS/MIS* animals, independent of the presence of gross macrocephaly or sex (Figure 3, A and B). The earliest signs of macrocephaly were observed at 3 weeks of age (mean = 5.0 ± 3.0 weeks, *n* = 22). Histologic evaluation of 3-day-old pups did not show significant differences in the lateral ventricle area between *WT/MIS* and *MIS/MIS* animals (Supplemental Figure 5A). MRI of similarly aged pups showed a trend of increased lateral ventricle volume in *MIS/MIS* animals that did not reach significance (Supplemental Figure 5, B and C). By MRI, the lateral and third ventricle in *MIS/MIS* animals older than 3 weeks of age were significantly larger than in *WT/MIS* and *WT/WT* animals (Figure 3C and Supplemental Figure 5D), while there was no difference in fourth ventricle volumes (Supplemental Figure 5, E and F). Histologic evaluation did not show obstruction within the brain ventricle system or aqueduct (Supplemental Figure 5, G and H), suggesting that *MIS/MIS* and *MIS/NULL* animals develop nonobstructive, communicating hydrocephalus due to insufficient DNAAF5 function leading to insufficient motor complexes in the cilia.

In addition to brain abnormalities, *MIS/MIS* mice with hydrocephalus had cervical spine lordosis with thoraco-lumbar kyphosis, detected by MRI (Supplemental Figure 5I). Even *MIS/MIS* mice with mild ventricular enlargement had the same spinal abnormality observed in mice with severe ventricle enlargement. No skeletal deformity was noted, suggesting that the spine deformity may be secondary to neuromuscular changes. This spine phenomenon was observed in other mice that are null for motile cilia genes, including *Foxj1*^–/–^ animals (43, 45). In zebrafish, spinal curvature is often observed in motile ciliopathy and is linked to dysfunction of the subcommissural organ and Reissner’s fiber within the ventricular system (46, 47).

To examine the effect of *Dnaaf5* mutant alleles in the cilia of the ependyma compared with the airway, we performed transport assays on the surface of extracted lateral ventricles of *WT/WT*, *WT/MIS*, and *MIS/MIS* animals (Figure 3D). *MIS/NULL* mice were not evaluated, since severe hydrocephalus limited extraction of the brain with intact ventricles. Cerebral spinal flow is directed by complex patterns of cilia-mediated transport (42). The rate and distance of movement of beads on the surface of ependymal cilia on the lateral ventricles of *WT/WT* and *WT/MIS* mice were similar; in contrast, *MIS/MIS* animals had comparatively slower bead velocity and shorter flow distance (Figure 3, D and E, and Supplemental Videos 4 and 5). The loss of ependyma ciliary axoneme IDA and ODA in *MIS/MIS* compared *WT/WT* were similar to those observed in airway cilia (Figure 3, F–H).

Taken together, these observations suggest a dose-dependent effect of the *MIS* allele on development of hydrocephalus. In the presence of a single *C498F* allele (*MIS/NULL*), hydrocephalus occurred earlier and was more severe than in *MIS/MIS* animals.

### Tissue specificity of genotype-phenotype relationships associated with fertility.

Fertility is related to motile cilia in the fallopian tube and the function of the sperm flagella. We first tested the effect of gene dosage of the *MIS* allele in female mice by breeding *Dnaaf5* *WT/MIS* or *MIS/MIS* females with *WT/WT* males, and this resulted in live offspring indicate that *MIS/MIS* female mice are fertile. To assess sperm function, *WT/MIS* or *MIS/MIS* males were bred with *WT/WT* females. Only *WT/MIS* males produced live offspring, indicating that 2 missense alleles in *Dnaaf5* cause male infertility. Limited survival prevented testing the fertility of *MIS/NULL* mice of either sex. These findings suggest that the sperm are more sensitive to mutations in *Dnaaf5* than the fallopian tube cilia.

To assess the effects of these mutations on sperm and fallopian tube cilia function, we evaluated the cilia motility in the relevant tissues. Unlike in the airway and ependyma cilia, where decreased motility was observed in *MIS/MIS* cilia, sperm from *MIS/MIS* animals were all immotile and could not be recovered by capacitation or the addition of 8-Bromo-cAMP, despite similar sperm viability between genotypes (Figure 4, A and B; Supplemental Figure 6A; and Supplemental Videos 6–10). There were no significant differences in sperm motility between *WT/WT* and *WT/MIS* mice.

Consistent with loss of function, ultrastructural evaluation of flagella of *MIS/MIS* sperm showed complete absence of ODA and IDA (Figure 4, C–E). Interestingly, approximately half of the sperm cross sections from *MIS/MIS* animals also showed abnormal numbers of doublet microtubules and absence of the central apparatus (Supplemental Figure 6, B and C). This ultrastructural abnormality was not observed in airway cilia from either mice or patients with mutations in *Dnaaf5* and may be specific to sperm.

We also assessed fallopian tube cilia function. Unlike male *Dnaaf5 MIS/MIS* animals, female animals with *MIS/MIS* mutations were fertile. Indeed, analysis of CBF of dissected fallopian tubes showed motile cilia, with a frequency range similar to airway cilia (Figure 4F).

In summary, differences in cilia function and accompanying ultrastructural changes in sperm compared with airway suggest differences in the tolerance of mutations in dynein motor assembly proteins in different tissues.

### Ciliary axoneme proteomics of Dnaaf5 mutant mice.

How *Dnaaf5* variants cause different phenotypes could be related to the quantities or types of motor proteins missing in the axoneme of mutants. Cilia from patients with PCD variants in genes coding for DNAAFs have absent ODA and IDA ciliary dynein arm proteins — including DNAH5, DNAI1, DNALI1, and DNAH7 — in ciliary axonemes; however an unbiased analysis of proteins in the variant ciliary axoneme has not been performed (10, 27). We isolated cilia from cultured tracheal epithelial cells from mice with the *MIS/NULL* genotype and compared proteomics to WT littermates by tandem mass tag (TMT) mass spectrometry (Figure 5, A and B, and Supplemental Table 2).

Compared with *WT/WT*, *MISS/NULL* axonemal cilia showed significant reduction in ODA proteins, DNAH11, DNAH5, and DNAI2, and IDA protein, DNALI1 (Figure 5B). Interestingly, we also observed reduction in proteins associated with the ODA docking complex, including CCCDC151 and ARMC4, suggesting that the docking proteins are interdependent on motor protein assembly, transport, or retention in the axoneme. Proteins in the cilia with less known function were also identified as reduced, including CFAP126 (Flattop), a microtubule inner protein, and NME9, a thioredoxin domain-containing protein (Figure 5B and Supplemental Table 2). Analysis of primary airway cells from our patients with a pathogenic variant in *DNAAF5* showed decreased expression of some of these candidate proteins in the ciliary axonemes (Figure 5C and Supplemental Figure 7A). These missing proteins were not previously associated with *Dnaaf5* mutations, and this may suggest a wider disruption of the integrity of dynein arm complexes or other roles for DNAAF5 (and other DNAAF proteins) in ciliary motor assembly and cilia assembly.

### Dnaaf5 mutations are associated with increased cilia-related transcript abundance.

The effect of mutations in cilia assembly genes on the airway multiciliated cell transcriptome is not defined. We hypothesized that mutations in *Dnaaf5* result in a compensatory response to decreased motor proteins in the ciliary axoneme. We used single-cell RNA-Seq (scRNA-Seq) to transcriptionally profile cultured tracheal epithelial cells from *Dnaaf5* *MIS/MIS* and WT littermates (*n* = 3 unique mice for each genotype) (Figure 5D). 

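The libraries were made from primary tracheal epithelial cells grown at air-liquid interface from 3 *WT/WT* and 3 *MIS/MIS* mice, each 12 weeks old. In this droplet assay each transcript molecule carries a unique molecular identifier (UMI), so that values are counts of molecules and not of reads. The authors deposited the raw UMI counts of 20483 genes in the cells that had passed their filters, with the cluster name they gave to each cell. The *WT/WT* mice, numbered 1, 2 and 3, contributed 2842, 4844 and 2771 cells with 107981377, 140201796 and 102916462 UMIs. The *MIS/MIS* mice, named MT1301, MT1306 and MT1383, contributed 4031, 2673 and 6710 cells with 143651913, 100961835 and 153326568 UMIs. The paper gives the depth as reads per cell, whereas all values here rest on UMIs. Median UMIs per cell lay between 21328 in *MIS/MIS* mouse MT1383 and 35383 in *MIS/MIS* mouse MT1306. Cells of a mouse are not independent replicates, so the counts were summed per mouse over all cells the authors named multiciliated, secretory or basal, and the mice were compared. The sums were scaled by the TMM method and tested with limma's voom test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 1 of 14206 genes differed between the genotypes in multiciliated cells, 1 of 13610 in secretory cells and 0 of 14615 in basal cells, against 614, 258 and 334 genes at an unadjusted p under 0.05. The limma-trend method, chosen after the data were seen, gave the same 3 numbers of genes, and voom with sample weights, also chosen after, gave 1 gene in basal cells. In multiciliated cells, the counts of the *WT/WT* and *MIS/MIS* mice did not overlap for 1367 genes, or 9.62%, where chance gives 10%.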

We identified all known major cell epithelial types, including basal progenitor cells, secretory cells, multiciliated cells, ionocytes, and neuroendocrine cells (Supplemental Figure 7, B and C). 

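The authors' annotation divided the cells into 16 clusters, of which 8 were basal, 2 secretory and 4 multiciliated. Levels are given in CPM, the UMIs of a gene scaled to a fixed total. The ionocyte cluster held 28 cells and led all clusters in *Foxi1* (669 CPM, against 0.189 in the next cluster), *Ascl3* (807) and *Cftr* (474). The neuroendocrine cluster held 163 cells and led in *Chga* (2241 CPM) and *Calca* (1160 CPM). *Scgb1a1* and *Scgb3a2* were highest in Secretory1, at 728 and 13504 CPM. *Krt5* was highest in Basal4 (942 CPM) and *Krt14* in Basal1 (1281). The genes of early multiciliated cells were highest in Multiciliated2, with *Ccno* at 439, *Deup1* at 364 and *Mcidas* at 140 CPM. The 1108 cells of Multiciliated1 had *Foxj1* at 72.5 CPM, where the other multiciliated clusters had between 195 and 716 CPM, and *Reg3g* at 25460 CPM. Multiciliated4 had 146 cells with a median of 10197 UMIs and a median mitochondrial share of 1.29%, and it was the highest cluster for *Dynlrb2* (3021 CPM) and *Tppp3* (2866).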

*MIS/MIS* mutations did not affect the distribution of cell types or differentiation of culture primary cells compared with *WT/WT*, though we did observe a shift in the abundance of subclusters of basal cells between groups (Figure 5D). 

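Multiciliated cells made up 13.3% ± 2.54 (SD, n = 3 mice) of the cells of *WT/WT* cultures and 24.2% ± 7.96 (SD, n = 3) of those of *MIS/MIS* cultures (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 mice against 3 allow). The *WT/WT* mice ranged from 11.7% to 16.24% and the *MIS/MIS* mice from 16.20% to 32.1%. Secretory cells made up 33.4% ± 13.3 and 30.6% ± 7.42 (same test, exact p = 0.9), and basal cells 52.8% ± 12.8 and 44.4% ± 1.87 (exact p = 0.4). The difference in secretory cells changed sign without *WT/WT* mouse 2 (4.80 percentage points) and without *MIS/MIS* mouse MT1383 (0.704 percentage points). Among the subclusters of basal cells, Basal4 had the largest difference in percentage points, with 14.3% ± 19.8 of *WT/WT* cells and 1.62% ± 2.43 of *MIS/MIS* cells (exact p = 0.3). *WT/WT* mouse 1 held 1048 of the 1365 Basal4 cells, which were 36.9% of its own cells, whereas *WT/WT* mouse 2 held 2. Without *WT/WT* mouse 1, the difference in Basal4 dropped from -12.7 to -1.41 percentage points. In limma's voom fit of log counts of cells, each count is weighted by its estimated precision. There Basal4 had the opposite sign, with a log2 fold change of 0.65 (standard error 2.48). The weights may bear on that sign, and with so large a standard error this fit does not settle the direction. Basal7 (-1.83), Basal5 (1.72), Basal8 (-1.44), Basal2 (0.92) and Basal3 (-0.89) differed more, and none of these subclusters passed. After Benjamini-Hochberg adjustment over the 8 basal subclusters, every exact p was 1. Among multiciliated cells, Multiciliated3 accounted for 51.3% ± 8.00 in *WT/WT* and 61.2% ± 7.97 in *MIS/MIS* cultures (exact p = 0.3).

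**Figure D1:**
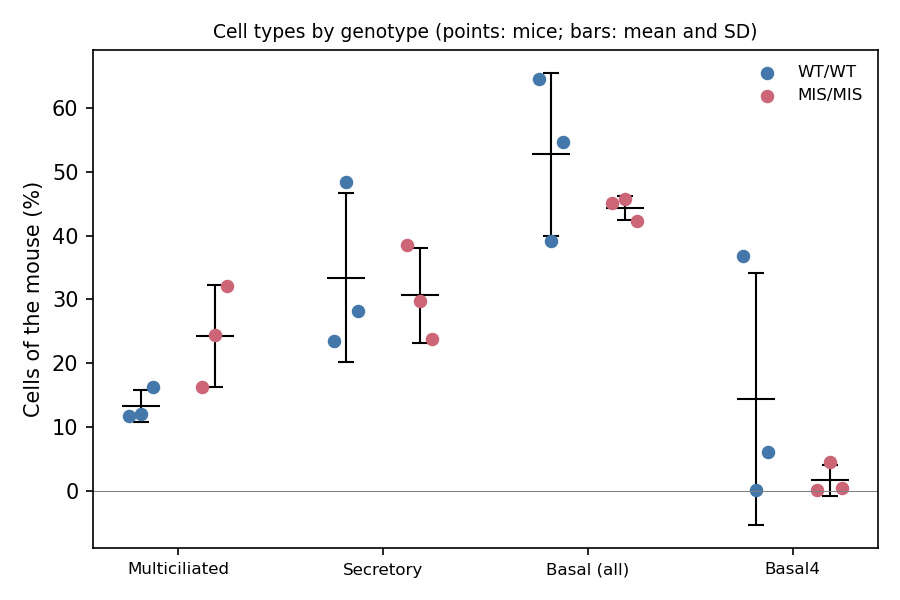
Percentage of each mouse's cells (vertical axis) that the authors named multiciliated, secretory, basal or Basal4, in 3 *WT/WT* and 3 *MIS/MIS* mice. Points are mice and black bars are the mean and SD; *WT/WT* mouse 1 lies at 36.9% for Basal4.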

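Supplemental Table 3 lists 26 genes under cilium assembly, which the study chose on these libraries, so that a test of them is not independent evidence. In multiciliated cells, 21 of the 26 were higher in *MIS/MIS* mice, with a median log2 fold change of 0.11. The median deviation of the list from the *WT/WT* mean was 0.32 in *MIS/MIS* mouse MT1306 and 0.032 in both of the other *MIS/MIS* mice. Without mouse MT1306, the median log2 fold change was 0.019 and no longer passed limma's camera test (adjusted p = 0.454). With limma's camera test at a preset correlation of 0.01, the list was higher (adjusted p = 0.000795 over 5 gene lists), but it did not pass with the correlation estimated from the mice (adjusted p = 0.367) or with limma's fry test (adjusted p = 0.366). No gene of the list passed over all genes tested, and 0 passed adjusted over the list alone. The alternative that moved the median most was the use of Multiciliated3 cells alone, which gave -0.0028 (camera, adjusted p = 0.99, where the alternatives ranged from 6.05e-05 to 0.99). A second list of 97 tested genes is called the axonemal family here. It holds families taken by symbol, such as *Dnah*, *Rsph*, *Ift* and *Dnaaf*, and genes added by name, such as *Ccdc39* and *Foxj1*. The rule did not use these libraries, but *Dnah5*, *Rsph9* and *Ccdc39*, which the paper names from them, are in the list. Its median log2 fold change was 0.19 (87 genes higher, camera adjusted p = 2.42e-15, fry adjusted p = 0.366). Without mouse MT1306 it was 0.070, still past the camera threshold. Splits of the mice into equal groups regardless of genotype also gave large medians. *WT/WT* mice 1 and 2 with mouse MT1301 against the rest gave 0.195 for this list and 0.153 for cilium assembly. *WT/WT* mouse 1 with mice MT1306 and MT1383 gave -0.201 for this list. All remaining values were smaller in size than those of the genotypes. The camera p-values therefore do not tie the rise to the genotype. *Dnah5*, on chromosome 15 from 28203752 to 28472052, had 348 ± 9.64 CPM in *WT/WT* and 435 ± 91.9 in *MIS/MIS* multiciliated cells (SD, n = 3 mice each), without overlap between the genotypes. Its log2 fold change was 0.30 (standard error 0.14, adjusted p = 0.896 from limma's voom test). It was 0.13 without *MIS/MIS* mouse MT1306 and 0.11 with equal subcluster composition. *Rsph9*, on chromosome 17, had 294 ± 26.3 and 289 ± 25.9 CPM, a log2 fold change of -0.02 that was within the spread between mice and changed sign without *WT/WT* mouse 2 (0.050), *MIS/MIS* mouse MT1301 (0.015) or *MIS/MIS* mouse MT1383 (0.021). *Ccdc39*, on chromosome 3, had 197 ± 5.24 and 212 ± 35.8 CPM, a log2 fold change of 0.094 that changed sign without *MIS/MIS* mouse MT1306 (-0.041).

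**Figure D2:**
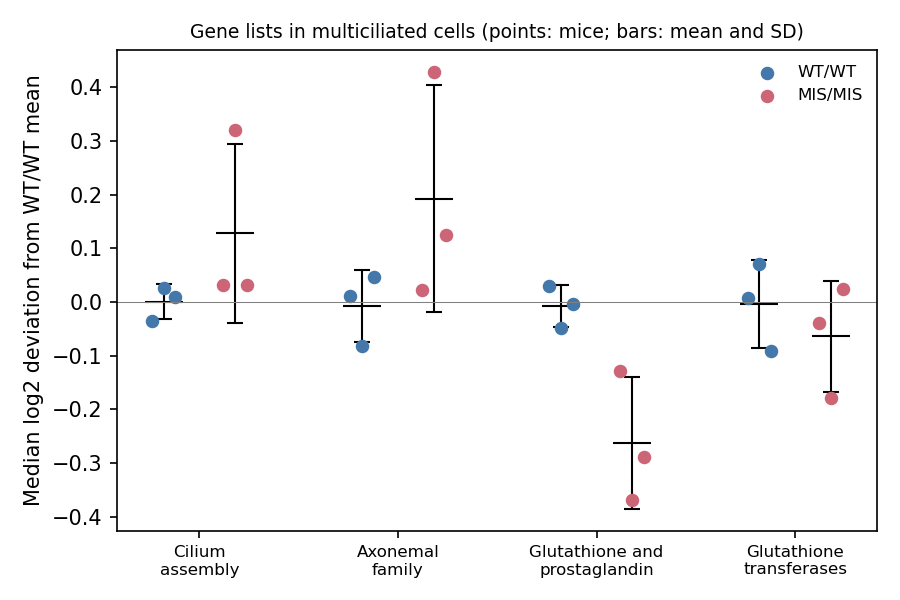
Median over the genes of a list of the log2 deviation from the *WT/WT* mean (vertical axis) in multiciliated cells of 3 *WT/WT* and 3 *MIS/MIS* mice. Points are mice and black bars are the mean and SD; for cilium assembly, *MIS/MIS* mouse MT1306 lies at 0.32 and the others at 0.032.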

Gene Ontology (GO) analysis showed increased expression of cilia assembly as a group (GO: 0060271), with *MIS/MIS* cells showing increased differential expression of motile cilia–related genes (e.g., transcripts of outer dynein arm genes *DNAH5*, radial spoke gene *RSPH9*, and organization genes *CCDC39*; Figure 5E, Supplemental Figure 7D, and Supplemental Table 3). 

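Under its hypothesis of a compensatory response to decreased motor proteins, the paper states from its GO analysis that cilia assembly genes rose as a group. For the genes that fell, Supplemental Table 4 lists 9 genes under terms that name glutathione, prostaglandin or prostanoid, also chosen by the study on these libraries. All 9 were lower in multiciliated cells of *MIS/MIS* mice, with a median log2 fold change of -0.28 and a range from -0.35 to -0.23 over the fits on the log2 scale. limma's camera test placed the list lower (adjusted p = 5.36e-06 over 5 lists), whereas neither the estimated correlation (adjusted p = 0.159) nor fry (adjusted p = 0.192) did. None of the 9 genes passed over all genes tested or adjusted over the list alone. In the alternatives, adjusted over the list alone, 4 passed with equal subcluster composition, 2 without *WT/WT* mouse 2, 2 without *MIS/MIS* mouse MT1301 and 1 in Multiciliated3 cells alone. *Gsta4*, on chromosome 9, fell from 1215 ± 119 to 988 ± 72.2 CPM (SD, n = 3 mice each; log2 fold change -0.30, standard error 0.10, adjusted p = 0.896 from limma's voom test), and no *MIS/MIS* mouse overlapped a *WT/WT* mouse. *Gsto1* and *Ptgr1* also did not overlap, with log2 fold changes of -0.30 and -0.25. *Ptgs2* had a log2 fold change of -0.62 that became 0.039 without *MIS/MIS* mouse MT1383. *Gsta1* had a log2 fold change of -0.28 that became 0.075 without *MIS/MIS* mouse MT1306. The median of 24 glutathione transferase genes taken by symbol was -0.10 (16 genes lower; camera, adjusted p = 0.147).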

Downregulated transcripts in motile ciliated cells were related to glutathione metabolism and prostaglandin metabolism (Supplemental Table 4). To determine if the same molecular phenotype was present in patients with *DNAAF5* variants, we examined bulk RNA from primary culture nasal epithelial cells obtained from a patient with a compound variant (*DNAAF5*; c.2353-2354del, p.S785 fs). The upregulated genes were similar to those observed in *Dnaaf5* mutant mouse cells (Supplemental Figure 7E), suggesting a conserved feedback response in human disease, broadly affecting ciliogenesis.

## Discussion

Patients with PCD have pathologic allele variants leading to clinical features affecting specific organ systems: the respiratory tract, reproduction, cerebral spinal fluid circulation, and development of organ laterality. However, the disease of PCD is not invariable; instead, patients have a constellation of signs and symptoms that differ among individuals, across ages, and, we propose, by gene variant and mutation type. We also recognize that environmental influences, infection type, and variant suppressor gene may influence phenotypes. To address these issues, we investigated PCD genotype-phenotype relationships in a fixed genetic background and environment by modeling human PCD variants of *Dnaaf5* in mice. We drew upon our observations of patients with *DNAAF5* variants, experience with DNAAF5 function in ciliogenesis, and familiarity with the unique features of motile cilia dysfunction in mice (10, 14, 45). We were particularly interested in a human *DNAAF5* variant associated with mild disease that we previously showed produced detectable protein, determined by immunoblot (14). Generating a clinically conserved allele to model a human missense variant and a null mutation in mice by CRISPR-Cas9 genome editing allowed formal testing of allele fitness and the impact of each allele alone and in combination with a WT allele. Using this approach, we identified a distinct gene dosage effect of *MIS* and *NULL* alleles (Table 1). In mice, gene dosage was associated with clinical phenotypes of motile cilia-dependent organs and quantifiable differences in cilia motor function and cilia ultrastructure, emphasizing the importance of knowledge of the specific mutation, the function of the gene, and, if relevant, the allele combinations.

Survival served as a quantifiable measure of allelic fitness. Mice with PCD gene KO uniformly develop early hydrocephalus and death by 2 months of age (or earlier) (39–41). The onset of hydrocephalus occurred in mice by 3 weeks of age, and newborn animals did not show significant differences in lateral ventricle volumes, though there was a trend of increased volumes in *MIS/MIS* animals. None of the patients with PCD with variants in *DNAAF5* in our cohort or patients with variants in *DNAAF5* described by others showed clinical evidence of hydrocephalus, consistent with most human gene variants causative of PCD. However, brain imaging was not performed to rule out clinically insignificant ventriculomegaly. While rare in humans with PCD, development of hydrocephalus is a well-established phenotype in mice, which we confirm is consistent with defective function and ultrastructure of cilia on the ventricular ependyma (48). The development of ventriculomegaly followed by an early death is similarly observed in KO of most motile cilia genes in the hydrocephalus-prone C57BL/6 strain, limiting the ability to identify differences in phenotypes (26, 49). In contrast to the KO approach, we opted to introduce a patient specific mutation (*DNAAF5^C500F/C500F^*, *MIS/MIS*) and a null mutation to study the interaction of different variants (14). We first assessed allelic fitness of the *NULL* and *MIS* alleles by their survival. We demonstrate that, in the heterozygous condition, in a WT background, neither allele (*WT/MIS* or *WT/NULL*) significantly impacted the survival phenotype. The null allele (*NULL/NULL*) in the homozygous condition, however, resulted in early embryonic lethality, which, to our knowledge, has not been previously noted in PCD gene KO models. The homozygous missense mutation (*MIS/MIS*) resulted in decreased survival, while — in *trans* with a single null allele — the *MIS/NULL* genotype allowed live birth but death within 1 month. Thus, when not paired with the *WT* allele, each mutant allele alone was lethal but to a different degree. These results provide evidence that phenotypes should be interpreted relative to the specific variant, and this method of interpretation may impact our analysis of genotype-phenotype relationships in human disease.

The cause of embryonic lethality observed in animals with *NULL/NULL* mutations in *Dnaaf5* is unclear, but it arises by E6.5, in a window prior to cilia function, earlier than motile cilia function in nodal cilia at E7.5 (50). The results point to a cilia-independent chaperoning function for DNAAF5 during embryogenesis. As noted, the orthologue of *Dnaaf5* is also lethal in early *Drosophila* development (27). The early intrauterine death of mice suggests that *DNAAF5* variants in humans have some partial function, at least pertaining to the survival phenotype. Indeed, we were able to detect reduced levels of DNAAF5 by immunoblot in cultured nasal epithelial cells from patients with DNAAF5 variants (14). Second, the majority of known *DNAAF5* human deletion variants are within the 3′-terminus (Supplemental Figure 1 and Supplemental Table 1), likely retaining a sufficient, partially functioning protein. Third, homozygous null mutations of *DNAAF5* are not found in ClinVar or gnomAD, indicating that pressures of allelic fitness are at work. Additional support for survival of variants with partial function comes from *Chlamydomonas*, where truncated abnormal appearing dynein complex are partially functional, despite the loss of the outer dynein arm motor protein heavy chain β (oda4) (51).

Fertility was used as a second determinant of allelic fitness. Most males with PCD are infertile, though subfertility occurs and is most often the case in females (52). As expected, male mice with a single copy of the WT allele were fertile, consistent with the carrier state in autosomal recessive genetics. Notable was the loss of fertility in *MIS/MIS* male mice and lack of sperm flagella motility, despite having less frequent hydrocephalus and longer survival than the *MIS/NULL* mice. Observing completely immotile *MIS/MIS* sperm contrasted with decreased retained motility of some cilia in the airway, ependyma, and fallopian tube, likely due to a different motor protein composition of the motor complex in different tissues. The components of the outer dynein motor complex within the axoneme of the airway, ependyma, and fallopian tube — including dynein heavy chains DNAH5, DNAH11, and DNAH9 — are similar. Sperm dynein heavy chain, however, differs, using DNAH8 and DNAH17 instead (53). Different cilia gene requirements for flagellar assembly than airway assembly may account for infertility without PCD (54). TEM examination of sperm tail ultrastructure of *MIS/MIS* mice showed significantly diminished outer dynein arms compared with the airway and ependymal cilia. Furthermore, sperm from *MIS/MIS* animals showed a defect manifest as an additional central apparatus microtubule that was not observed in airway or brain ciliary axoneme. These findings suggest that assembly of the axonemal dynein motors require different preassembly machinery that could not be served by the haploinsufficient *MIS/MIS* coded protein and that the sperm ODA motor assembly is more dependent on a fully functional DNAAF5 than other motile cilia.

Ultrastructural analysis of *Dnaaf5* mutants also informed us of activities of dynein assembly factors and of motor protein transport to the axoneme. Dnaaf5 is expressed only in the cytoplasm and, in concert with other cytoplasmic factors (e.g., *DNAAF2*, *SPAG1*, *DNAAF4*, *LRRC6*), participates in the assembly of cilia motor proteins. Observation in *Xenopus* suggests that IDA and ODA are assembled in unique pools (15, 55), and we saw a tendency of loss of IDAs over ODAs, indicating that Dnaaf5 is perhaps more essential for IDA assembly. Analysis of the *MIS/MIS* cilia ultrastructure also led to several unexpected observations. First, although the exact composition of the “truncated” outer arm motor structures in DNAAF5 mutant cilia are unknown, they provide sufficient cilia motility only in the *MIS/MIS* and not *MIS/NULL* genotypes. We cannot assess the longitudinal numbers of ODA to determine if the abundance is related to the MIS allele dosage. Second, in the *MIS/MIS* cilia, the presence of normal-appearing outer dynein arms alongside absent or truncated outer dynein arms within the same cilia cross section is not microtubule pair specific (i.e., occurring on the same microtubule numbers 1–9), suggesting that the dynein assembly and transport machinery is both indiscriminate and may transport a partially assembled complex. Finally, assembly and transport of the dynein arm complexes may be disengaged from the microtubule assembly process (56) such that, in normal conditions, both processes occur in parallel; however, when one assembly factor stalls (i.e., Dnaaf5), the others continue to function, resulting in patchy assembly across the axoneme.

The observed ultrastructural changes in *Dnaaf5* mutant cilia were supported by proteomics of cilia from *MIS/NULL* mice, showing decreases in components of outer and inner dynein motor complex proteins as well as docking proteins CCDC151 and ARMC4. Docking proteins are not known to be part of the cytoplasmic motor assembly process, though they may attach to the outer dynein arms during transport into the cilia (15). Other diminished proteins are those with lesser-known function, including FAP126 (57), an inner junction associated protein, and NME9, a thioredoxin-like protein predicted to be associated with motile cilia; the latter we previously showed interacts with DNAI2 during assembly and is present in the ciliary axoneme (55). The latter was missing in human cilia isolated from a patient with a *DNAAF5* variant, supporting the proteomic findings in *Dnaaf5* mutant cilia. These findings suggest a more complex role for DNAAF5 during ciliary axoneme assembly than previously understood.

There are several limitations of our findings. First, the gene dosage effect identified may be unique to *Dnaaf5*, and additional studies are required to identify similar patterns of genotype-phenotype relationships with other cilia-associated genes. Second, the function of DNAAF5 is unknown, and how the mutant proteins may interact in the axonemal motor pathway is not defined; however, we had previously shown that DNAAF5 variants continue to interact with SPAG1, a potential pathway binding partner (14). Third, while we also sought to determine if variants in *Dnaaf5* result in transcriptional responses that may provide a molecular phenotype, the use of scRNA-Seq is limited and is exploratory, with no similar reported studies for comparison. In that regard, we do not know how *MIS/MIS* mutant or the PCD subjects with *DNAAF5* variants can compensate for decreased motor proteins, though one possibility is the augmentation of the overall activity within the dynein axonemal particles that are proposed to control motor protein assembly (58).

In conclusion, our data support the contention that different combinations of pathologic variants of the PCD gene *Dnaaf5* may lead to varying partial function, resulting in mild or severe disease, dependent on the protein function and independent of genetic background or environment. Moreover, each allelic variant of DNAAF5 and any of the more than 50 genes known to cause PCD may lead to a gene dosage effect that contributes to the phenotype. In cases of variants that do not result in RNA decay and null conditions, interpreting the effects of compound heterozygosity of variants may require a comprehensive evaluation including functional assays to establish the contribution of each variant to disease. Such considerations do not negate the importance of environmental exposures, access to medical care, and appropriate management of chronic conditions when trying to make broad genotype-phenotype links.

## Methods

Supplemental Methods are available online with this article.

### Generation of Dnaaf5 mutant mice

The *Dnaaf5* C498F mouse was created in a C57BL/6 background using reagents designed and validated at the Genome Engineering & Stem Center at Washington University. Briefly, gRNAs were designed to cleave as close to the C498 position as possible. The gRNAs were produced as synthetic CRISPR RNAs (crRNAs) that were annealed with the *trans*-acting CRISPR RNA (tracrRNA), complexed with recombinant Cas9 protein, and validated as described in Supplemental Material. The gRNA/Cas9 complex with both single-stranded oligo DNA nucleotides were electroporated into single-cell C57BL/6 strain embryos. Embryos (20–25) were transferred to each pseudopregnant C57BL/6 mother (59). Live born mice were genotyped using next-generation sequencing (NGS), as during validation. Mice were contained in a microorganism barrier facility, and all lines were bred in a single room. Tail biopsies were used to extract DNA, submitted to NGS, to identify genotypes.

### Airway epithelial cell culture

Human nasal epithelial cells were isolated from biopsy brushes as previously described (14). Mouse airway epithelial cells were isolated from trachea harvested from animals and grown as previously described (36, 60). Human and mouse basal epithelial cells were expanded in culture and were then differentiated on supported membranes (Transwell) using ALI conditions. Cell preparations were maintained in culture for 4–10 weeks.

### TEM

Fresh or cultured airway epithelial cells, sperm, and fragments of brain lateral ventricles were fixed in 2% paraformaldehyde/2% glutaraldehyde in 100 mM sodium cacodylate buffer and processed for TEM as described in Supplemental Methods. Cilia cross sections were scored by 2–3 readers, blinded to the genotype. Axonemal doublets were not scored unless the A and B microtubules could be discerned in the images.

### Epithelial cell immunofluorescence staining

Airway cells were fixed and immunostained as previously described (36, 61). Primary antibodies used were acetylated α-tubulin (1:500, clone 6-11-B1, Sigma-Aldrich), rabbit polyclonal DNALI1 (1:100, Sigma-Aldrich), CFAP126 (HPA045904, 1:100, Sigma-Aldrich), and NME9 (HPA040000, 1:100 Sigma-Aldrich). Primary antibodies were detected using fluorescently labeled secondary antibodies (Alexa Fluor, Invitrogen). Nuclei were stained using DAPI. Images were acquired using a Ti2 Nikon epifluorescence microscope interfaced to a CMOS camera and Elements imaging software (Nikon). Images were globally adjusted for brightness and contrast using Affinity Photo (Serif Ltd.).

### High-speed video microscopy of multiciliated cells

Cells were imaged live and recorded using a Nikon Eclipse Ti-U inverted microscope modified with lenses that use phase contrast and Hoffman modulation contrast (NAMC, Nikon). The microscope was enclosed in a customized environmental chamber maintained at 37°C as described (10, 62). Images were captured by a high-speed video CMOS camera and processed with the Sisson-Ammons Video Analysis system (Ammons Engineering). CBF was analyzed in at least 5 fields obtained from each preparation, after visually confirming ciliated cells in the analyzed areas.

### Computer-assisted sperm analysis

Sperm obtain from the cauda epididyma were assessed assess sperm motility by computer-assisted sperm analysis (CASA) performed using a Hamilton–Thorne digital image analyzer (HTR-CEROS II v.1.7; Hamilton–Thorne Research). Sperm capacitation tests were performed using 1 mM of 8-bromo-cAMP, with additional details in the Supplemental Methods.

### Tissue histology

Mouse lungs were inflated via the trachea at 20 cm H_2_O with formalin and submerged in buffer formalin overnight at room temperature. Heads from mice were immersion fixed in Bouin’s fixative until the bones were decalcified, after which coronal slices were obtained to capture the lateral ventricles of the brain and the maxillary sinuses. Sections were stained with H&E, and images were acquired by bright-field microscopy using a Nikon Ti2 microscope (Nikon). To measure the ventricle size in mice pups, animals were euthanized and fixed with 10% formalin, after which the brains were extracted and cut using a brain slicer (Zivic Instruments) and imaged as before. Area measurements were performed using the area function within NIS-Elements (Nikon).

### Brain MRI imaging and ventricle volume quantification

MRI was performed using a 4.7T Varian and 9.4T (Bruker) MRI scanner (Varian Inc.) using settings described in the Supplemental Methods. The lateral and fourth ventricle volumes were calculated using ITK-SNAP software (Version 3.8.0), based on the slice thickness multiplied by the ventricle volume on each slice.

### Cilia transport measurement

Transport on the surface of trachea and brain ventricle was determined by imaging fluorescent bead movement. Trachea were removed, fully opened across the length of the sagittal plane, and submerged in a well containing PBS within a 37°C temperature-controlled enclosure; the ciliated surface was visually confirmed. Beads (Fluoresbrite, 2 μm diameter; Polysciences) were diluted 1:500 in phosphate buffered saline. Then, 10 μL were added to the surface of the distal trachea. For functional imaging of the ependyma cilia flow network, whole mount of the lateral wall of lateral ventricle was prepared as previously described (63). For brain studies, the diluted microbeads were deposited with a micropipette on the dorsal side, toward the anterior region of the lateral wall of the lateral ventricle. Details of flow recording are in the Supplemental Methods.

### Cilia isolation and mass spectroscopy

Ciliary axonemes were isolated from the surface of highly ciliated airway cells by application of cilia buffer as described, with some modifications (64) as described in the Supplemental Methods. TMT labeling was performed using the TMT 10-plex reagent kit (Thermo Fisher Scientific). Detailed methods of liquid chromatography–mass spectroscopy analysis is included in the Supplemental Methods.

### ScRNA-Seq analysis of airway epithelial cells

Cultured primary airway cells were prepared for scRNA-Seq by dissociating the ALI cultures as previously described (65). Cell viability was maintained above 80% across all samples. Library preparation and sequencing was performed by the Genome Technology Access Center core at Washington University in St. Louis. Sequencing data are available at the Gene Expression Omnibus, under accession no. GSE229917. For each sample, 20,000 cells were loaded on a Chromium Controller (10***×*** Genomics) for single-cell capture, and cDNA was prepared according to the 10***×*** Genomics protocols as described in the Supplemental Methods. Paired-end sequencing reads were processed by Cell Ranger (10***×*** Genomics software, version 2.0.0). 

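After the authors' filters, the deposited table held between 2673 and 6710 cells per mouse, 10457 from *WT/WT* and 13414 from *MIS/MIS* cultures. These are the cells kept and not all cells captured. With the filters as the methods state them, 23216 cells remained, between 2515 and 6669 per mouse.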

For each sample, 5,010–9,910 cells were captured. The average sample had a mean of 85,446 reads per cell (ranging from 62,408 to 112,0111 depending on the library). 

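In the deposited cells, the median number of genes detected per cell was 5511 ± 348 in *WT/WT* mice and 5507 ± 685 in *MIS/MIS* mice (mean of the medians ± SD, n = 3 mice each). Over the 6 mice it was 5509 ± 486, with the lowest median, 4726, in *MIS/MIS* mouse MT1383.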

The median number of genes detected per cell on the average sample was 4,487. 

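The mitochondrial share of the deposited cells reached at most 24.99% and the number of genes detected per cell ranged from 2501 to 7999. More than 7500 genes were detected in 655 cells, which were 2.74% of all cells. No doublet caller was run on the cells used here.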

The samples were preprocessed using Seurat package (66) and filtered to remove stressed or dead cells (those with mitochondrial gene content of more than 25%), potential doublets (cells with more than 7,500 genes detected), or low-quality cells (those with less than 2,500 genes detected). Clustering was performed using the *FindClusters* function in Seurat. Clusters of cells were manually annotated according to their known marker gene, and gene expression and clustering results were displayed on UMAP.

### Statistics

Analysis was performed using GraphPad Prism (version 9). Differences between 2 groups were compared using the Mann-Whitney *U* test. Multiple medians were compared using the Kruskal-Wallis test, followed by Dunn’s multiple-comparison test. Paired comparisons were analyzed using the Wilcoxon signed-rank test. The χ^2^ test was used to test genotype ratios for Mendelian fit. For airway clearance studies, 2-tailed unpaired *t* tests and 1-way ANOVA (Tukey’s multiple-comparison test) was performed to compare each condition. *P* < 0.05 indicated a statistically significant difference.

### Study approval

#### Human studies.

Human studies were performed with permission from the IRB of Washington University in St. Louis (IRB no. 201705095). Patients were seen at the St. Louis Children’s Hospital PCD and Rare Lung Disease Clinic. Consent from parent or guardians and assent was obtained from children, if above 10 years old. Airway epithelial cells were obtained by brush of the inferior surface of the middle turbinate.

#### Animal studies.

All animal studies were performed with the permission of the IACUC of Washington University in St. Louis.

## Author contributions

AH and SLB designed the research studies, supervised the experiments, analyzed the data, and wrote the manuscript. AH, DKG, JX, HX, JP, TH, LDCPM, SR, SKB, RMH, and SPG performed experiments. DKG and JRK, contributed to RNA-Seq data analysis. SCT performed initial mass spectrometry analysis. CMS advised and supervised sperm related studies. JMS advised and supervised brain-related studies and provided reagents. PM contributed data on mouse KO phenotypes and reviewed the manuscript. MRM and SKD contributed reagents and advised on experiments and the reviewed manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental video 1

Supplemental video 10

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supplemental video 6

Supplemental video 7

Supplemental video 8

Supplemental video 9

## Figures and Tables

**Figure 1:**
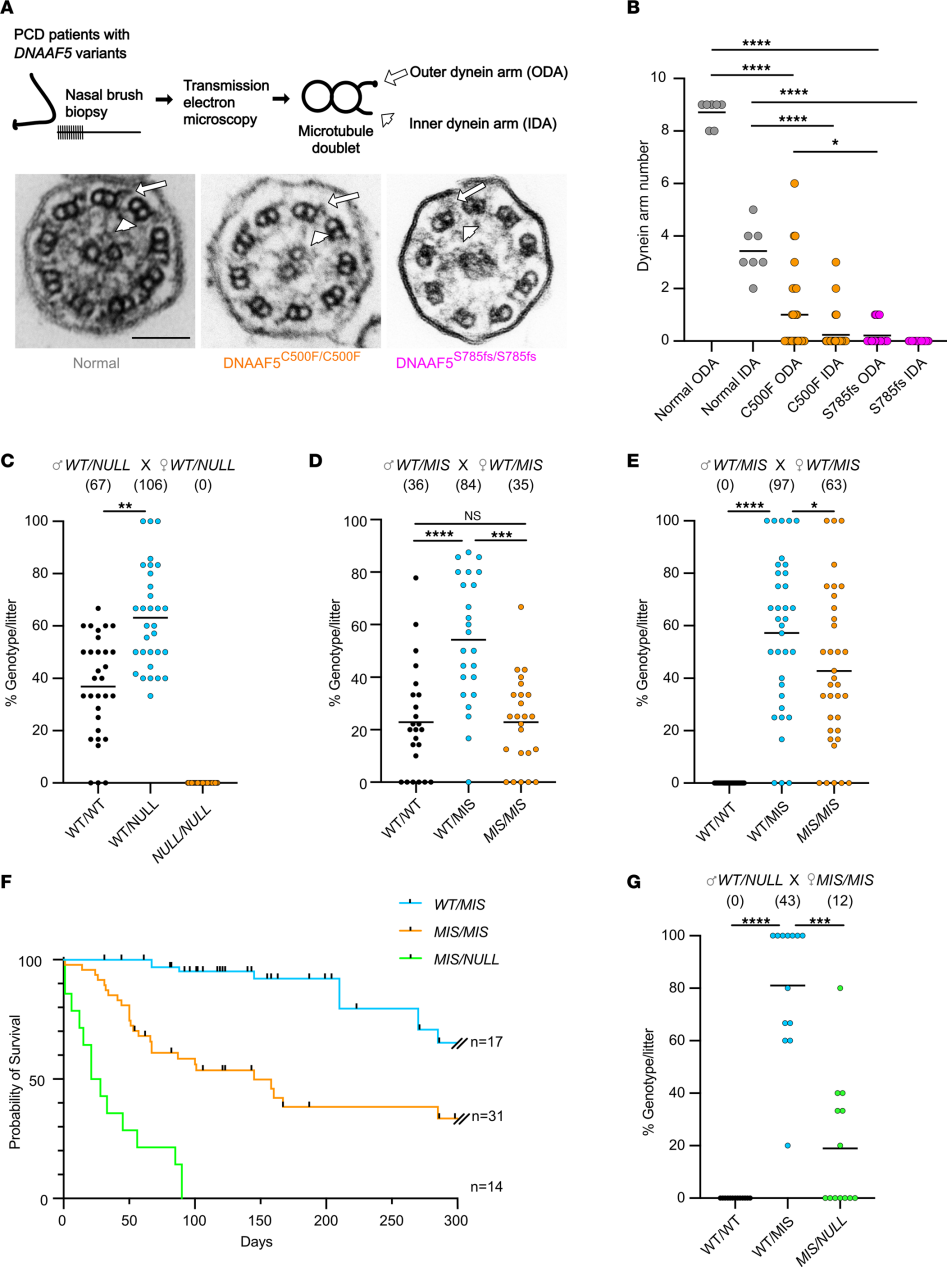
The effect of NULL and MIS allele dose on survival. (**A**) Nasal epithelial cells were obtained from patients with *DNAAF5* variants for transmission electron microscopy (TEM) to assess DNAAF5 function by the ultrastructure of the ciliary axoneme. Cross section of cilia show normal, truncated, or absent outer dynein arm (ODA) and inner dynein arm (IDA) (cilia motor complexes) on microtubule doublets. Arrow and arrowhead indicate the ODA and IDA, respectively. Scale bar: 100 nm. (**B**) Quantification of ODA and IDA identified in TEM cross sections of cilia from individuals with indicated variants in *DNAAF5* (*n* = 1–2 individuals per genotype). (**C**) Intercross of *WT/NULL* mice produce no *NULL/NULL* offspring (*n* = 31 litters, 173 mice were analyzed). Data are shown as mean ± SEM. Percentage of genotype/litter: 36.9% ± 19.3%, 63.2% ± 19.3%, and 0% in *WT/WT*, *WT/NULL*, and *NULL/NULL*, respectively. (**D**) Intercross of male *WT/MIS* and female *WT/MIS* mice (*n* = 24 litters). Data are shown as mean ± SEM. Percentage of genotype/litter: 22.9% ± 4.2%, 54.2% ± 5.0%, and 22.9% ± 3.5% in *WT/WT*, *WT/MIS*, and *MIS/MIS*, respectively. (**E**) Intercross of *WT/MIS* males with *MIS/MIS* females (*n* = 35 litters). Data are shown as mean ± SEM. Percentage of genotype/litter: 57.2% ± 5.0% *WT/MIS*, 42.8% ± 5.0%, *MIS/MIS*. Fewer *MIS/MIS* offspring were produced than predicted by Mendelian genetics (χ^2^, *P* = 0.04). (**F**) Kaplan survival curve for mice with indicated genotypes. (**G**) Breeding *WT/NULL* males with *MIS/MIS* females produce fewer than predicted MIS/NULL offspring (*n* = 13 litters). Data are shown as mean ± SEM. Percentage of genotype/litter: 81.0% ± 7.0%, *WT/MIS*; 19.0% ± 7.0%, *MIS/NULL*; χ^2^, *P* = 0.0009. Mean ± SEM are shown in **B**–**E** and **G**; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 determined using Kruskal-Wallis test with Dunn’s multiple comparisons. Number of animals in each group is shown in parenthesis in **C**–**E** and **G**.

**Figure 2:**
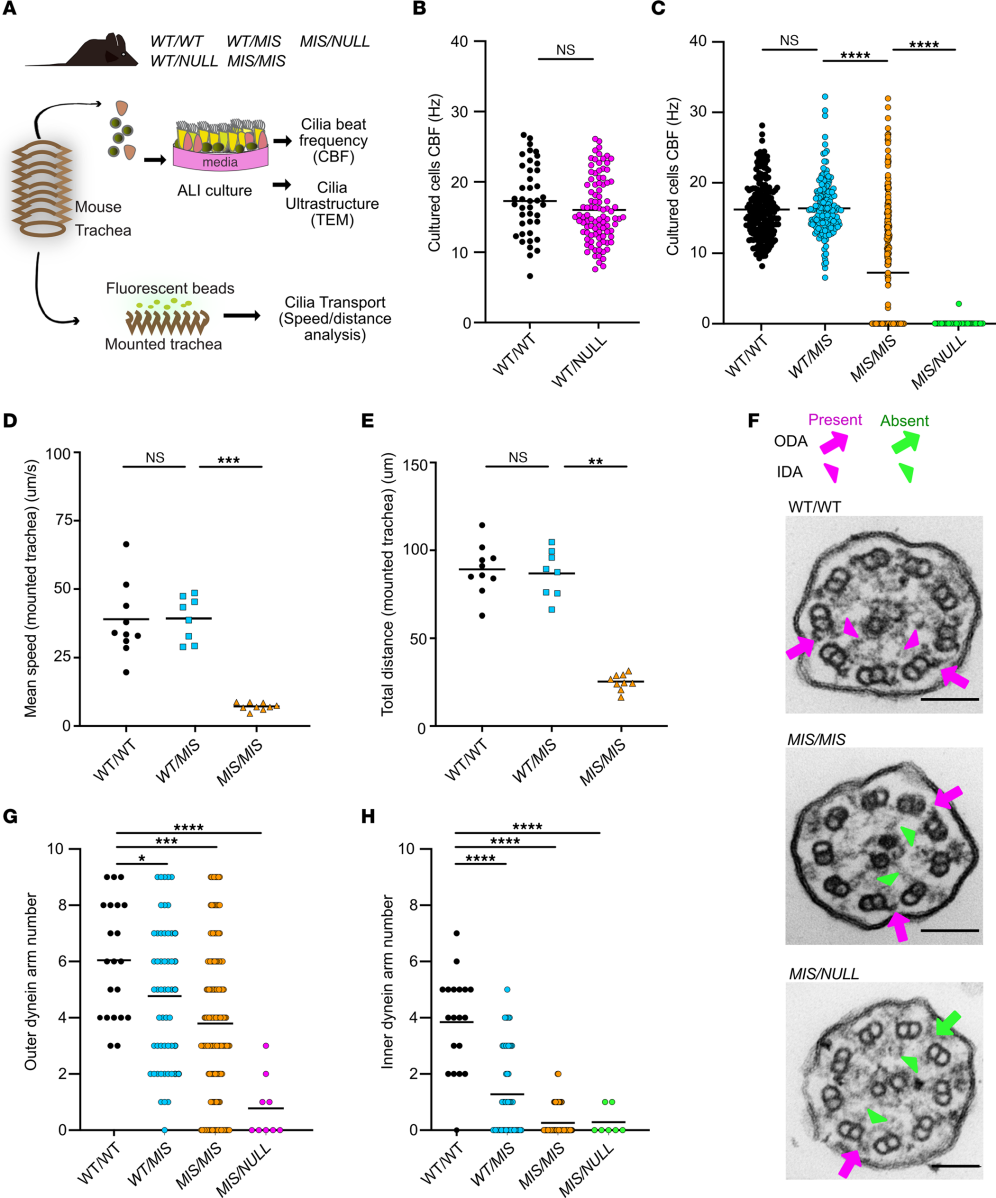
The effect of *NULL* and *MIS* allele dose on airway cilia function and ultrastructure. (**A**) Schematic of primary culture airway cells and ex vivo isolated trachea mounts used for analysis of cilia function by cilia beat frequency (CBF), transport, and ultrastructure by transmission electron microscopy (TEM). (**B**) CBF of cultured cells from *WT/WT* and *WT/NULL* littermates, with mean ± SEM shown as 17.47 ± 0.80 Hz and 16.0 ± 0.47 Hz, respectively. (**C**) CBF of cultured cells from *WT/WT*, *WT/MIS*, *MIS/MIS*, and *MIS/NULL* littermates, with mean ± SEM frequency of 16.22 ± 0.29 Hz, 16.39 ± 0.33 Hz, 7.25 ± 0.53 Hz, and 0.06 ± 0.06 Hz, respectively. CBF was assessed in 5 random areas per Transwell; 5 Transwell cultures were performed for each genotype per experiment. *n* = 2–4 independent experiments comprising unique mice. (**D** and **E**) Mucociliary transport speed and bead displacement on the surface of isolated trachea from *WT/WT*, *WT/MIS*, and *MIS/MIS* mice, with mean ± SEM speeds shown as 39.04 ± 5.02 Hz, 39.29 ± 2.86 Hz, and 7.16 ± 0.45 m/sec, respectively. Mean bead displacement over 5 seconds is shown as 89.13 ± 4.42 μm, 86.82 ± 4.80 μm, 26.00 ± 1.36 μm, respectively (*n* = 8–10 animals per genotype). (**F**) Representative TEM images of airway cilia from *WT/WT*, *MIS/MIS*, and *MIS/NULL* mice. Arrows indicate presence (magenta) or absence (green) of outer and inner dynein arms (ODA, IDA). Scale bar: 100 nm. (**G**) Quantitation of outer dynein motor protein complexes detected by TEM of *WT/WT*, *MIS/MIS*, and *MIS/NULL* cilia cross section, with mean ± SEM shown number of ODA 6.0 ± 0.4, 3.8 ± 0.2, and 0.8 ± 0.4, respectively. (**H**) Quantification of inner dynein arms in ciliary axonemes from cultured tracheal epithelial cells from *WT/WT*, *MIS/MIS*, and *MIS/NULL*, with mean ± SEM shown number of IDA 3.8 ± 04, 0.3 ± 0.0, and 0.3 ± 0.2, respectively. *n* = 4 animals per genotype, *n* = 5–10 cross sections per genotype. *P < 0.05, **P < 0.01, ***P < 0.001 determined using Kruskal-Wallis test with Dunn’s multiple-comparison test.

**Figure 3:**
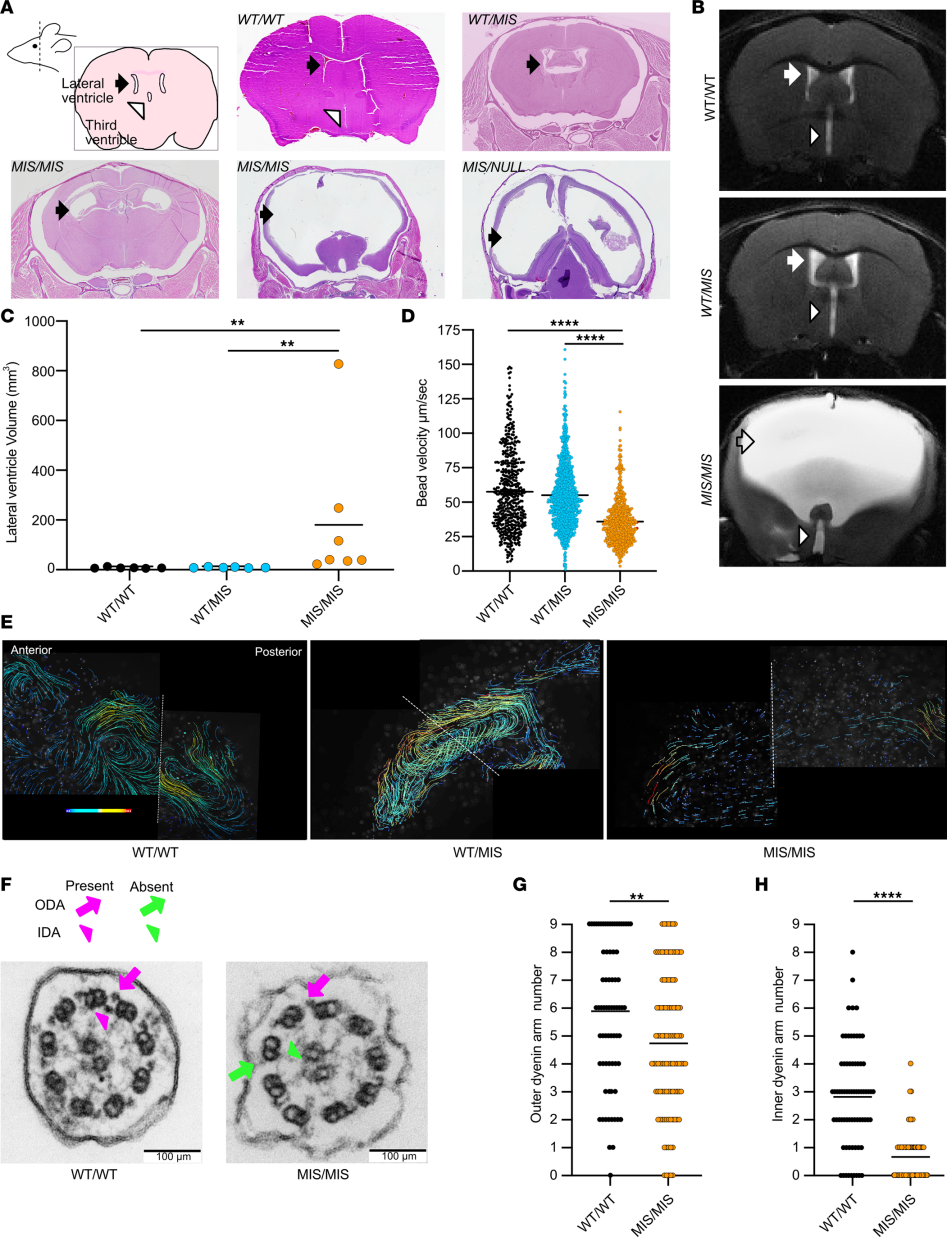
The effect of *MIS* allele dose on hydrocephalus and ependymal cilia ultrastructure. (**A**) Coronal brain cross sections show hydrocephalus in *MIS/MIS* and *MIS/NULL* animals compared with other genotypes. Note variable degrees of hydrocephalus in *MIS/MIS* mice. Arrowhead indicates lateral ventricles. (**B**) MRI showing ventricular enlargement in *MIS/MIS* compared with *WT/MIS* and *WT/WT* animals. Arrow indicates lateral ventricles; arrowhead indicates third ventricle. (**C**) Quantification of lateral ventricle volumes from MRI images in **B** showing significant ventricular enlargement of *MIS/MIS* compared with *WT/MIS* and *WT/WT* mice (*P* < 0.01, *n* = 6 animals per genotype). (**D**) Bead velocity on isolated ventricles from *WT/WT*, *WT/MIS*, and *MIS/MIS* mice, with mean ± SEM speeds shown as 57.57 ± 1.2 μm/sec, 55.02 ± 0.78 μm/sec, and 35.93 ± 0.70 μm/sec, respectively; data were significantly different between *WT/WT* and *MIS/MIS* animals (*P* < 0.0001, *n* = 2 animals per genotype, measured on 2 lateral ventricles per animal). (**E**) Representative composite images of fluorescent bead velocity vectors showing transport on ex vivo lateral ventricles. (**F**) Representative TEM images of cross sections from ependymal cilia of *MIS/MIS* and *WT/WT* littermates showing reduced dynein motor protein complexes in ependyma ciliary axonemes of *MIS/MIS* mice. Arrows and arrowhead indicate the presence (magenta) and absence (green) of ODA and IDA. Scale bar: 100 nm. (**G** and **H**) Quantification of ODA and IDA in ependymal cilia cross sections from different genotypes (*n* = 4 animals per group). **P < 0.01, ****P < 0.0001, determined using Kruskal-Wallis test with Dunn’s multiple-comparison test.

**Figure 4:**
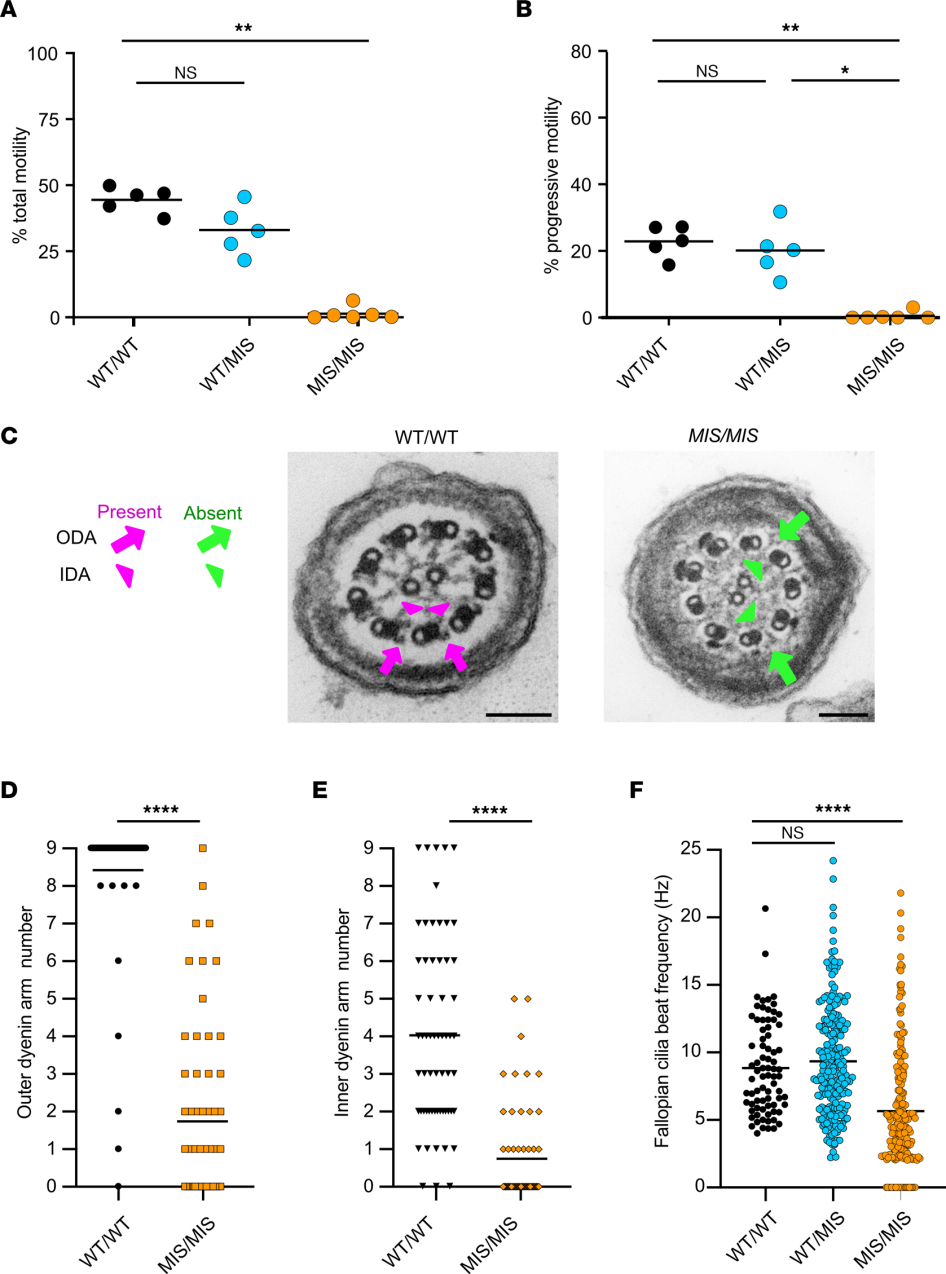
The effect of *MIS* allele dose on sperm and fallopian tube function and structure. (**A**) Sperm with motility was low in *MIS/MIS* (1.35% ± 1.0%) compared with *WT/WT* (44.46% ± 2.17%) and *WT/MIS* (33.04% ± 4.10%) littermates (*n* = 5–6 mice/genotype, *P* < 0.01). (**B**) Sperm showing forward progressive motility was significantly lower in *MIS/MIS* sperm (0.56% ± 0.5%) compared with *WT/WT* (22.90% ± 2.11%) and *WT/MIS* (20.12% ± 3.27%) littermates (*n* = 5–6 mice per genotype. *P* < 0.01). (**C**) Reduced dynein arms in *MIS/MIS* sperm compared with *WT/WT* littermates. Representative TEM images of cross sections from sperm flagella. Arrows and arrowhead indicate the presence (magenta) and absence (green) of ODA and IDA. Scale bar: 100 nm. (**D** and **E**) Reduction of motor complex ODA and IDA in sperm flagella in *MIS/MIS* compared with *WT/WT* littermates (*n* = 4 mice per genotype). (**F**) Reduced CBF of cilia from ex vivo, isolated fallopian tube from *WT/WT*, *WT/MIS*, and *MIS/MIS* littermates, with mean ± SEM shown as 5.65 ± 0.31 Hz, 8.85 ± 0.39 Hz, and 9.34 ± 0.28 Hz, respectively (*n* = 2–3 mice per genotype). *P < 0.05, **P < 0.01, ****P < 0.0001 determined using Kruskal-Wallis test with Dunn’s multiple-comparison test.

**Figure 5:**
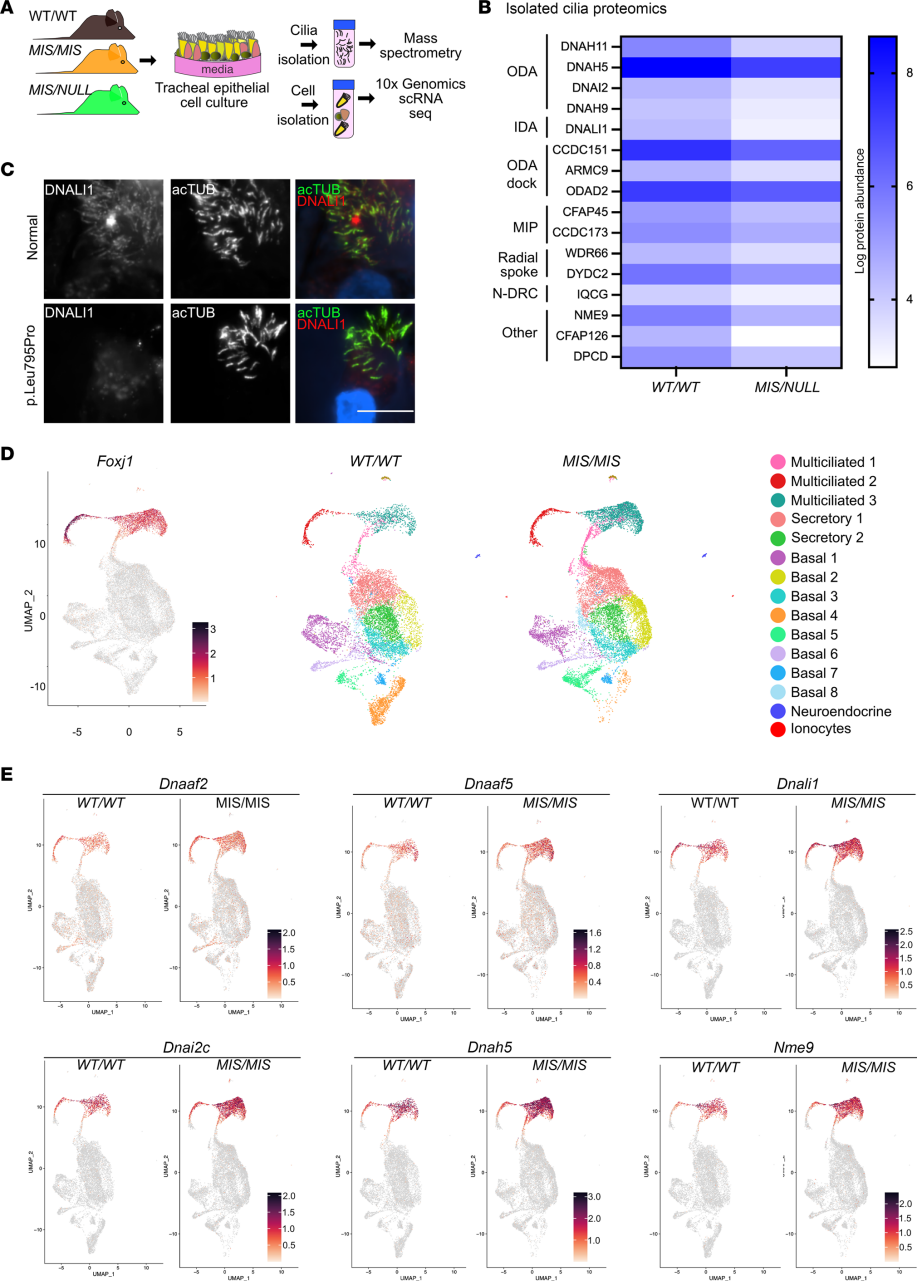
Molecular phenotype of *Dnaaf5* mutant multiciliated cells. (**A**) Schematic of strategy used for analysis of cultured airway cells from WT and mutant mice. Isolated motile cilia were analyzed by mass spectrometry and total cells by scRNA-Seq. (**B**) Proteomics of ciliary axonemes isolated from primary culture tracheal epithelial cells from *WT/WT* and *MIS/NULL* littermates. Heatmap comparing the expression level of cilia-associated proteins (*n* = 4 animals per genotype). (**C**) Reduction in DNALI1 in cilia of primary human airway cells from a normal individual and a patient with PCD due to *DNAAF5* variant p.Leu795Pro by immunofluorescence analysis. Representative images shown. Scale bar: 100 μm. (**D**) Uniform Manifold Approximation and Projection (UMAP) comparing airway epithelial cell clusters of *WT/WT* and *MIS/MIS* littermates. Foxj1 expression is shown for reference (*n* = 3 animals per genotype). (**E**) Feature plot showing differential expression of selected genes in *WT/WT* and *MIS/MIS* littermates identified using scRNA-Seq analysis.

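*Foxj1* was measured at 372 ± 34.7 CPM in multiciliated cells of *WT/WT* mice and at 355 ± 36.1 in those of *MIS/MIS* mice (SD, n = 3 mice each), a log2 fold change of -0.065 within the spread between mice, which became 0.0016 without *WT/WT* mouse 2. The edited gene itself, *Dnaaf5*, had 43.6 ± 5.33 and 52.6 ± 3.66 CPM, a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.896 from limma's voom test), or 0.18 without *WT/WT* mouse 2. Over all alternatives, the value for *Dnaaf5* in multiciliated cells ranged from 0.032 to 0.37. Its log2 fold change was 0.16 in secretory cells and 0.12 in basal cells, where *WT/WT* mice had 6.02 and 6.06 CPM. *Dnaaf2* had a log2 fold change of -0.020 that changed sign without *WT/WT* mouse 2 (0.025) or *MIS/MIS* mouse MT1383 (0.0019), *Dnali1* of 0.15 (0.082 without *MIS/MIS* mouse MT1306) and *Nme9* of 0.25 (0.12 without the same mouse). With equal subcluster composition in every mouse, the log2 fold change was 0.017 for *Nme9*, 0.072 for *Dnali1* and 0.16 for *Dnaaf5*. *Dnai2*, which the deposited table lists under its older symbol *Dnaic2*, rose from 116 ± 4.77 to 139 ± 10.5 CPM without overlap between the genotypes (log2 fold change 0.26, or 0.14 with equal subcluster composition). None of these genes passed the adjusted threshold over all genes tested in multiciliated cells. Over all cells of a mouse, *Dnaaf5* had 11.4 ± 1.94 CPM in *WT/WT* and 17.9 ± 3.03 in *MIS/MIS* cultures, which also differ in their share of multiciliated cells.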

**Table 1:**
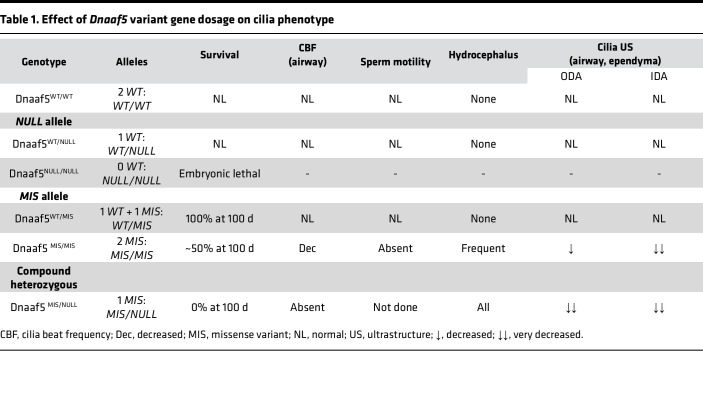
Effect of *Dnaaf5* variant gene dosage on cilia phenotype

How the deposited data were processed for this re-analysis (not part of the article)

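Droplet scRNA-Seq was carried out by the authors on tracheal epithelial cultures of 3 WT/WT and 3 MIS/MIS mice. They processed the reads with Cell Ranger, filtered and clustered the cells with Seurat, and deposited raw UMI counts per gene and cell with a table of cluster names. The deposited count table separates its values by a mistyped tab, so it was read with that separator. Every value was a whole number, and each cell's total equalled the total the authors' cell table gives. The paper's text names neither the genome build nor the test used for differential expression in these cells; its Supplemental Methods were not available here and were not read. Its statistics section names the Mann-Whitney U test for comparisons of 2 groups. The 3 MIS/MIS libraries carry animal numbers that match no sample title, so they were used as replicates of the genotype without a number of their own. No cell belonged to a mouse outside the 6 (0 cell prefixes without a mapped sample or group).

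Counts were summed per mouse over the cells of each type in the authors' annotation. A plan written before the data were examined named a negative binomial count test. The sums would allow that test, but it was left out because the table, on account of its mistyped separator, had been recorded as another kind of value than counts. limma 3.58.1 in R 4.3.3 was used in its place, with voom weights and default empirical Bayes moderation. Genes were kept by a count of at least 10 in a library of median size, in at least 3 mice, and a total of at least 15. TMM factors were computed with trims of 0.3 on log ratios and 0.05 on mean levels. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. The sums held between 13516848 and 73192479 UMIs on the genes tested. The median SD between mice of the same genotype was 0.17 on the log2 scale in multiciliated cells, 0.15 in secretory cells and 0.22 in basal cells. The pipeline was tested on simulated data with 200 genes changed 2-fold. At a dispersion of 0.02 it recovered 86.0% of them in multiciliated cells (14206 genes), 90.5% in secretory cells (13610 genes) and 87.5% in basal cells (14615 genes). At a dispersion of 0.1 it recovered 3.0%, 3.5% and 3.5%. In the same order of cell types, 4.44%, 9.05% and 5.41% of its calls were false at a dispersion of 0.02. At a dispersion of 0.1, where few genes were called, 14.3%, 0% and 12.5% were false. With no gene changed it made 0 calls. Changes smaller than 2-fold and correlation between genes were not simulated, so these rates say nothing of the power to find smaller changes.

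Gene lists were taken from Supplemental Tables 2 to 4 and from rules on symbols, to which the axonemal family adds genes by name. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over 5 lists. Of 29 genes in the list of proteins reduced in MIS/NULL cilia, 28 are in the count table. Lists of 30 genes of Basal4 cells and 60 genes of Multiciliated3 cells outside the cilium lists were drawn from the clusters of these cells, after the gene lists had been tested. Genes named in the text were those the paper names, the glutathione and prostaglandin genes of Supplemental Table 4, genes fixed in advance as checks, and per cell type and direction up to 5 genes past the threshold without overlap, or else the 3 with the lowest p. *Gm47283* in secretory and basal cells was added after it was seen in multiciliated cells. Shares of cell types were compared with two-sided exact permutation tests of the mice, and shares of clusters also with limma on log counts of cells, where no cluster passed (lowest adjusted p = 0.87). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps. Gene positions come from GENCODE M21 on GRCm38, which may not be the authors' build.

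The alternatives were upper-quartile normalization, no low-count filter, at least 10 counts in every mouse, each mouse left out in turn, the largest multiciliated subcluster alone, equal subcluster composition (144 to 555 cells per mouse), each cell thinned to 5000 UMIs, the stated cell filters, the mean log-normalized expression per cell, and pooled cells for shares. limma-trend, voom with sample weights, and fits without Multiciliated4 or Multiciliated1 cells were added after the data were seen. The human samples of the paper were not analysed here.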

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

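The tests of chromosome, subcluster and cell type for *Wdfy1* were chosen only after its result was seen; the count of splits was planned. *Wdfy1* is not discussed in the paper's text, although Supplemental Table 3 lists it under toll-like receptor terms. In multiciliated cells it had 28.7 ± 3.00 CPM in WT/WT and 105 ± 4.77 in MIS/MIS mice (SD, n = 3 mice each), a log2 fold change of 1.87 (standard error 0.10, adjusted p = 0.000864 from limma's voom test), higher in 3 of 3 MIS/MIS mice. It passed the threshold in every alternative run for multiciliated cells, with adjusted p from 9.17e-05 to 0.0184. In secretory cells its log2 fold change was 1.68 (adjusted p = 0.0292), and this call was lost with upper-quartile normalization (adjusted p = 0.0505) and whenever any mouse was left out (adjusted p up to 0.387), while the log2 fold change stayed between 1.58 and 1.77. In basal cells the log2 fold change was 1.71 (adjusted p = 0.426), which did not pass. The signal stood out because it lies outside the genes the paper discusses.

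A shift between multiciliated subclusters or between cell types is argued against, since the log2 fold change was 1.94 in the largest multiciliated subcluster (adjusted p = 0.000131), and its difference between multiciliated and secretory cells was 0.19 (interaction test, adjusted p = 0.994) and between multiciliated and basal cells 0.17 (adjusted p = 1.00). Thinning each cell to 5000 UMIs left it at 1.84. DNA around the edited *Dnaaf5* gene that came with the allele is argued against as the source, since *Wdfy1* lies on chromosome 1 and *Dnaaf5* on chromosome 5. Among the 10 splits of the 6 mice into equal groups, 2 gave at least as many changed genes in multiciliated cells, and in secretory cells 1 did (the real split). With 10 splits the share is never under 0.1, so this count could not have excluded chance whatever the data, and it decides nothing for *Wdfy1*. The genotypes did not overlap in any of the 3 cell types. The *Dnaaf5* genotype itself, and DNA elsewhere in the genome that differs between the mice of each genotype, such as a strain variant near *Wdfy1*, may each be behind the difference and were not tested.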

How the results depend on the processing

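No paired analysis was possible because the animal numbers of the MIS/MIS libraries match no sample title and share none with the WT/WT mice. DESeq2 was left out, although the summed counts would allow it. limma-trend, voom with sample weights and the fits without Multiciliated4 or Multiciliated1 cells were chosen after seeing the data. The cause of each change below was not tested, except that leaving out a mouse leaves fewer samples.

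The count of multiciliated genes higher in MIS/MIS was 1 in each alternative, except 2 in the largest multiciliated subcluster (*Wdfy1* and *Sult1d1*, the latter named after its value was seen). The count of lower genes was 0, except 1 in the largest subcluster and with equal subcluster composition (*Fank1* in both) and 1 with thinned cells (*Gm47283*). The count of changed secretory genes went from 1 to 0 with upper-quartile normalization and was 0 to 0 with each mouse left out. The count of changed basal genes was 0, and 1 with sample weights (*Wdfy1*).

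In multiciliated cells the cilium assembly median of 0.11 lost its camera call with equal subcluster composition (0.030, adjusted p = 0.251) and without Multiciliated1 cells (0.076, adjusted p = 0.0684), and reversed in the largest subcluster (-0.0028). It ranged from 0.019 to 0.18 with each mouse left out, and the call was lost without MIS/MIS mouse MT1306 (0.019). Across all alternatives its adjusted p ranged from 6.05e-05 to 0.990. In multiciliated cells the axonemal family kept its direction and its camera call in each fit (adjusted p up to 8.98e-06), but its median of 0.19 fell to 0.064 in the largest subcluster, 0.071 with equal subcluster composition and 0.070 without MIS/MIS mouse MT1306; on the log-normalized scale, in natural log units per cell, its value was 0.049. Without MIS/MIS mouse MT1383 the family lost its camera call in secretory (0.030, adjusted p = 0.227) and basal cells (0.011, adjusted p = 0.836). On the log-normalized scale in multiciliated cells the glutathione and prostaglandin genes were at -0.12, the glutathione transferases at -0.0026 and the transcripts of proteins reduced in MIS/NULL cilia at 0.044. The glutathione and prostaglandin genes kept their camera call in every fit for multiciliated cells. In multiciliated cells the glutathione transferases passed it with thinned cells only (-0.15, adjusted p = 0.025, where the alternatives reached 0.458), while without any change of setting they passed it in secretory (adjusted p = 0.0129) and basal cells (adjusted p = 0.00554), but not with the estimated correlation (0.179 and 0.199) or fry (0.361 and 0.192). The secretory call was lost without MIS/MIS mouse MT1306 (0.302), without WT/WT mouse 2 (0.0982) and with thinned cells (0.0858), and the basal call without WT/WT mouse 1 (0.062). In multiciliated cells the transcripts of proteins reduced in MIS/NULL cilia lost it in the largest subcluster (0.041, adjusted p = 0.0784) and with equal composition (0.017, adjusted p = 0.139; lowest over the alternatives 1.54e-06), and without MIS/MIS mouse MT1306; they ranged from 0.040 to 0.19 with each mouse left out.

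With each mouse left out, the MIS/MIS minus WT/WT difference in percentage points ranged from 6.96 to 14.9 for multiciliated cells and from -15.2 to -2.53 for basal cells, without a change of sign. It changed sign for secretory cells (-7.68 to 4.80), Basal2 (-0.032 to 8.10), Basal3 (-3.31 to 4.51), Basal5 (-0.865 to 4.73), Basal6 (-0.826 to 0.554), Basal7 (-1.59 to 0.760), Basal8 (-0.183 to 2.34), Multiciliated1 (-7.26 to 0.072) and Multiciliated4 (-2.19 to 1.27), the latter 2 among multiciliated cells. It also did for ionocytes (-0.108 to 0.0592), neuroendocrine cells (-0.223 to 0.488), Secretory1 (-3.71 to 3.09) and Secretory2 (-4.68 to 2.17). Pooling cells reversed Basal3 (-2.19), Multiciliated1 (0.956) and ionocytes (0.0556). With the stated cell filters, the shares of multiciliated cells were 12.3% in WT/WT and 23.5% in MIS/MIS cultures (exact p = 0.1, the smallest possible). Over all alternatives the exact p for multiciliated cells ranged from 0.1 to 0.3. These shares cannot pass the threshold with 3 mice against 3. The median genes per cell ranged from 5343 (pooled cells) to 5666 over the alternatives.

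Of 856 values of named genes under an alternative, 811 kept their direction and side of the threshold, 34 reversed, 7 lost and 4 gained a call. Only *Wdfy1* in multiciliated and secretory cells was past the threshold to begin with. For the others, keeping their side means only that they still did not pass, whatever the change in size. With each mouse left out, the log2 fold change in multiciliated cells crossed 0 for *Foxj1* (-0.15 to 0.0016), *Dnaaf2* (-0.065 to 0.025), *Rsph9* (-0.094 to 0.050), *Ccdc39* (-0.041 to 0.21), *Gsta1* (-0.70 to 0.075), *Ptgs2* (-1.41 to 0.039), *Ddx3y* (-0.038 to 0.017), *Kdm5d* (-0.054 to 0.045), *Scgb1a1* (-0.93 to 0.39), *Scgb3a1* (-0.35 to 0.82) and *Scgb3a2* (-0.60 to 0.69), and for *Xist* in basal cells (-0.54 to 0.040). *Dnaaf2* also reversed with equal composition (0.025) and the stated cell filters (0.012), *Ccdc39* in the largest subcluster (-0.0014), *Ddx3y* without Multiciliated1 cells (0.012), *Scgb3a2* without Multiciliated1 cells (-0.50) and *Kdm5d* with no low-count filter (0.0049), in the largest subcluster (0.070) and with limma-trend (0.0020). *Scgb1a1* reversed with equal composition (0.14), thinned cells (0.13) and sample weights (0.16). With thinned cells *Ddx3y* (0.14), *Uty* (-0.033) and, in basal cells, *Dnaaf5* (-0.033) reversed. The depth of 5000 UMIs per thinned cell reduced the genes tested in multiciliated cells from 14206 to 11289.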

Differences from the paper's values

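The fit over all cells was not in the plan, and its values in this part were chosen only after the results were seen. The lowest number of cells in a library is 5,010 in the paper and 2673 in the deposited table. The paper's number counts cells captured, whereas the deposited table holds cells after filters. Of the alternatives set before the data were examined, the stated cell filters also differ from the paper's value, with 2515 cells.

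The paper names *Rsph9* among the genes with increased expression; its log2 fold change in multiciliated cells was -0.02. Over all cells of a mouse it was 0.54 (adjusted p = 0.819 from limma's voom test), in the paper's direction, with *Dnah5* at 0.96, *Ccdc39* at 0.74 and *Foxj1* at 0.58 in the same fit. The mean share of multiciliated cells was 13.3% in WT/WT and 24.2% in MIS/MIS cultures. A fit over all cells cannot tell that difference from a higher level per cell. *Foxj1* was at -0.065 within multiciliated cells. For *Rsph9* in multiciliated cells, leaving out WT/WT mouse 2 or MIS/MIS mouse MT1301 or MT1383 gave values above 0, up to 0.050. The paper lists the genes of Supplemental Tables 3 and 4 as changed. Of the 89 genes of Supplemental Table 3, 80 were higher in multiciliated cells and 1, *Wdfy1*, passed limma's adjusted threshold over all genes; of the 47 genes of Supplemental Table 4, 47 were lower and 0 passed. Adjusted over the list alone, 1 and 2 passed in multiciliated cells. The 2 of Supplemental Table 4 became 12 without WT/WT mouse 2, 8 without MIS/MIS mouse MT1301, 3 without MIS/MIS mouse MT1383, 1 without MIS/MIS mouse MT1306 and 0 without WT/WT mouse 1, and also 0 in the largest subcluster and with equal subcluster composition and 4 with thinned cells. These lists were chosen by the study on the same libraries and are not independent evidence. Over all cells, 89 of the 89 genes of Supplemental Table 3 (median log2 fold change 0.54) and 26 of the 26 cilium assembly genes (median 0.63) were higher, as were 60 of the 60 multiciliated marker genes outside the cilium lists (median 0.90), and 0 of 16461 genes passed (937 at an unadjusted p under 0.05). The paper's text, read without its Supplemental Methods, does not say whether cells or mice were the replicates of its test; here they were mice. Over all genes tested in multiciliated cells, no alternative called another gene of these tables.

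The deposited annotation has a Multiciliated4 cluster that the color key printed in Fig. 5D does not list. The methods state an upper limit of 7500 genes per cell, and the deposited table holds cells with up to 7999.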

Other observations

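The tests with multiciliated marker genes and the calculation of *Dnaaf5* from shares alone were chosen only after the results they bear on were seen, as were the values of *Gm47283* outside multiciliated cells. The rise of the cilium assembly genes in multiciliated cells of MIS/MIS mice (median log2 fold change 0.11) was weighed against 3 technical explanations. A difference in UMIs per cell is argued against as the source of that median, because with each cell thinned to 5000 UMIs the median was 0.089. It kept its camera call at the preset correlation (adjusted p = 0.0077, where the alternatives ranged from 6.05e-05 to 0.990). As without thinning, it did not pass camera with the estimated correlation (unadjusted p = 0.394) or fry (unadjusted p = 0.405). The study chose these genes on the same libraries. The axonemal family, taken by symbol with genes added by name, also kept its call with thinned cells, at 0.16 (camera, adjusted p = 7.36e-11). A shift between multiciliated subclusters stays open. With the same subcluster composition in every mouse the median was 0.030. It kept its sign and lay within the range of 0.019 to 0.18 given by leaving out each mouse, which had been foreseen for the case that the shift is not the cause. It was no longer past the camera threshold, however, and in the largest subcluster it was -0.0028. That range is itself wide because of MIS/MIS mouse MT1306, without which the median was 0.019, so the genotype and the shift cannot be told apart here. The axonemal family moved the same way, from 0.19 to 0.071 with equal composition and 0.064 in the largest subcluster, and was still past the camera threshold in both. A different amount of RNA of other cell types also stays open. The median log2 fold change of 60 marker genes outside the cilium lists, picked from the Multiciliated3 cells of these libraries, was 0.25. With equal subcluster composition it was 0.088, and in the largest subcluster 0.043. Such markers also rise with the share of Multiciliated3 cells, so they cannot tell this explanation from a shift between subclusters. *Krt5* (-1.21), *Krt14* (-1.33) and *Krt15* (-0.70) were lower in MIS/MIS mice, while *Scgb1a1* (-0.19), *Scgb3a1* (0.39) and *Scgb3a2* (0.085) stayed within the spread between mice. The rise may also be a response to the genotype, which was not tested apart from these.

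The cilium assembly genes were also higher in secretory (0.15) and basal cells (0.13) of MIS/MIS mice. RNA of multiciliated cells in the droplets of other cells is a candidate explanation, as the median log2 fold change of multiciliated marker genes outside the cilium lists was 0.49 in secretory and 0.51 in basal cells. Without MIS/MIS mouse MT1383, which had the largest share of multiciliated cells, the cilium assembly genes were at 0.050 in secretory and -0.031 in basal cells.

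Genes lower in multiciliated cells of MIS/MIS mice were weighed against RNA of Basal4 cells in the cultures of WT/WT mouse 1. *Krt13*, the leading Basal4 gene, was at 113.8 CPM in the multiciliated cells of WT/WT mouse 1 and at 1.80 and 18.2 in WT/WT mice 2 and 3, so such RNA may be present in that mouse. The Basal4 genes tested had a median log2 fold change of -0.47 in multiciliated (24 genes), -0.19 in secretory (25 genes) and -1.96 in basal cells (30 genes). How much of the pattern such RNA explains stays open. Without that mouse the 47 genes of Supplemental Table 4 had a median log2 fold change of -0.29, with 45 of them lower, but the study chose them on the same libraries, so this decides nothing. The Basal4 genes themselves were also still lower without that mouse, at -0.26 (17 of 24 lower). A response to the genotype was not tested apart from this.

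Over all cells, *Dnaaf5* had a log2 ratio of MIS/MIS to WT/WT of 0.65. A calculation that held its level in each cell type at the WT/WT mean and let only the shares of the cell types vary gave 0.42, so a higher share of multiciliated cells may account for part of it. Within cell types the unadjusted p from limma was 0.0338 in multiciliated, 0.296 in secretory and 0.474 in basal cells, so that a difference within multiciliated cells stays open.

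The transcripts of 27 proteins reduced in MIS/NULL cilia, which the paper measured in other mice, had a median log2 fold change of 0.13 in multiciliated cells of MIS/MIS mice (22 higher; camera, adjusted p = 8.89e-05; fry, adjusted p = 0.366). *Dnah9* was at 0.34, *Armc4* at 0.23, *Dnah11* at 0.22, *Cfap126* at 0.13 and *Ccdc151* at 0.12. The value rested on MIS/MIS mouse MT1306, whose median deviation was 0.35, against -0.024 and 0.094 in the others. Without that mouse the median was 0.040 (camera, adjusted p = 0.0809, where the alternatives ranged from 1.54e-06 to 0.139).

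*Gm47283*, on chromosome Y, had 74.1 ± 29.4 CPM in multiciliated cells of WT/WT and 7.42 ± 8.30 in those of MIS/MIS mice, a log2 fold change of -4.24 that did not pass the threshold (adjusted p = 0.896). It was also lower in secretory (-4.59) and basal cells (-4.91), while *Ddx3y* differed by -0.016, *Kdm5d* by -0.0079, *Eif2s3y* by 0.12 and *Uty* by 0.16 in multiciliated cells, and *Xist* stayed under 1 CPM in each mouse. Among the genes lower in multiciliated cells of MIS/MIS mice, *Fank1* (-0.75) and *Sectm1b* (-0.65) had the next lowest p and did not pass. In secretory cells *Rims2* (-2.01), *Wdr45* (-0.34) and *Acaa1b* (-1.28) did not pass. In basal cells *Rab4a* (0.89), *Arhgef26* (0.76), *S100a7a* (-1.86), *Gsta1* (-1.66) and *Rptn* (-4.92) did not pass. No explanation of these was tested.

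In basal cells 0 genes changed between the genotypes with limma's voom and limma-trend (1 with sample weights, 334 at an unadjusted p under 0.05), and 10 of the 10 splits of the mice gave as many, so this count says nothing of chance. By genes at an unadjusted p under 0.05, the split of WT/WT mouse 1 with MIS/MIS mice MT1306 and MT1383 against the rest gave 2495 in secretory and 2043 in basal cells, where the genotypes gave 258 and 334. In multiciliated cells 5 of the 10 splits gave more such genes than the genotypes did. The labels name no batch that follows that split.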
